# Transcriptomic and Metabolomic Responses of Rice Plants to *Cnaphalocrocis medinalis* Caterpillar Infestation

**DOI:** 10.3390/insects11100705

**Published:** 2020-10-15

**Authors:** Yuqi Wang, Qingsong Liu, Lixiao Du, Eric M. Hallerman, Yunhe Li

**Keywords:** transcriptome, metabolome, jasmonate pathway, transcription factor, plant-insect interaction

## Abstract

**Simple Summary:**

The transcriptomic and metabolomic differences in rice leaves after infestation by the rice leaf folder *Cnaphalocrocis medinalis* were investigated for better understanding of the mechanisms of rice defenses against this species. The results suggest that *C. medinalis* infestation can induce rapid and precise defense responses involved in many primary and secondary metabolic processes in rice leaves, and the jasmonic acid (JA)-dependent signaling pathway plays vital roles in the response of rice plants to this pest species. These results provide comprehensive insights into the defense system of rice to the rice leaf folder and may facilitate the development of insect-resistant rice varieties by identifying molecular targets for selection.

**Abstract:**

Interactions between plants and insect herbivores are important determinants of plant productivity in cultivated and natural agricultural fields. The rice leaf folder (*Cnaphalocrocis medinalis*) causes tremendous damage to rice production in Asian countries. However, little information is available about how rice plants defend themselves against this destructive pest at molecular and biochemical levels. Here, we observed the transcriptomic and metabolomic differences in rice leaves after 0, 1, 6, 12, and 24 h of being fed by *C. medinalis* using RNA sequencing and metabolome profiling. Transcriptional analyses showed that gene expression responds rapidly to leaf folder infestation, with the most significant transcriptional changes occurring within 6 h after the initiation of feeding. Metabolite abundance changed more slowly than gene expression. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analyses indicated that the rice transcriptional response to infestation involved genes encoding protein kinases, transcription factors, biosynthesis of secondary metabolites, photosynthesis, and phytohormone signaling. Moreover, the jasmonic acid-dependent signaling pathway triggered by leaf folder herbivory played a vital role in rice defense against this pest. Taken together, our results provide comprehensive insights into the defense system of rice to this species and may inform the development of insect-resistant rice varieties.

## 1. Introduction

The intensive interactions between insect herbivores and their plant hosts during infestation can result in plant physiological disorders and even death, posing major threats to crop yield and food security worldwide. During the coevolutionary arms race between plants and insects, plant hosts have evolved multiple mechanisms of defense against insects, including direct and indirect responses. The direct defense relies on resistance factors expressed by the plant itself that directly and negatively affect the growth, development, and fecundity of insect herbivores [1]. While the indirect defense involves the release of herbivore-induced plant volatiles (HIPVs) and nectar rewards that attract natural enemies of the herbivorous insects [1,2,3], the combination of direct and indirect defense provides durable resistance to a broad spectrum of herbivores in natural ecosystems [2].

Plant defense against insect attack is a dynamic, multidimensional process, starting with the recognition of herbivores, followed by the induction of signal transduction pathways and the reprogramming of the transcriptome, proteome, and metabolome, and finally with the production of defense compounds, proteins, and secondary metabolites, ultimately leading to changes in plant phenotype [4,5]. The elicitation of defense responses depends upon the rapid and accurate recognition of herbivore-associated molecular patterns. Early signaling events triggered by herbivory are the initial response in plants and are responsible for triggering downstream signaling transduction pathways [1,2,6]. These signaling events mainly include depolarization of membrane potential, calcium flux, production of reactive oxygen species, and mitogen-activated protein kinase (MAPK) activity [2,6]. In the dynamic defense process, the plant hormonal signaling network connects perception and early signaling events to broad transcriptional reorganization and defense induction [6]. Plant hormones, including jasmonic acid (JA), salicylic acid (SA), ethylene (ET), cytokinins, abscisic acid (ABA), gibberellins, and auxin, play important roles in herbivore-induced defense signaling. Among these phytohormones, the JA and SA pathways are well studied [2,6,7]. The JA pathway is usually activated by chewing insects and cell-content feeders, while the SA pathway is primarily induced by piercing-sucking herbivores. In dicotyledonous plants, the JA pathway is well established as the core and conserved pathway that regulates plant resistance to a broad spectrum of insects [1,2,6]. However, the role of the JA pathway in monocots, such as rice, remains largely unknown.

Rice (*Oryza sativa*) is an important crop plant worldwide and feeds more than half of the world’s population [8]. However, rice production is greatly restricted by herbivorous insects. It has been estimated that more than 200 species of insect pests bring a 20–40% yield loss annually [9]. Among the numerous insect pests of rice, the leaf folder *Cnaphalocrocis medinalis* Guenée (Family Crambidae) is the most important foliage-feeding lepidopteran species [10,11,12]. *C. medinalis* is a migratory pest in all the major rice-growing regions in Asia, including China, India, Japan, Korea, Malaysia, Sri Lanka, and Vietnam [12,13]. The larvae of *C. medinalis* cause damage by folding and defoliating the rice leaves. In recent years, frequent outbreaks of this pest have been reported throughout rice-growing regions of China and have greatly threatened rice production [10]. Currently, the application of broad-spectrum insecticides is the main strategy for the control of *C. medinalis*. However, such pest management practices can reduce farm profitability, affect human and environmental health, and lead to increased insecticide resistance and pest resurgence [13].

A full understanding of the genetic and molecular bases of rice defense against *C. medinalis* is important for informing the development of efficient strategies to control this pest. Previously, it has been demonstrated that application of methyl jasmonate (MeJA) and methyl salicylate (MeSA) as topical sprays onto rice plants significantly improve rice defense against *C. medinalis* [14,15]. Recently, it was found that rice leaf rolling by *C. medinalis* larvae, but not by artificial leaf rolling, attracts the parasitoid *Itoplectis naranyae* as an indirect defense [16]. It is well known that plant response to herbivore damage is a dynamic process and that this process is associated with large-scale change at the mRNA, protein, and metabolite levels [5,17]. However, few studies have been conducted to clarify the defense mechanisms of rice against *C. medinalis* feeding at the molecular level, and dynamic defense responses following the onset of infestation by this herbivore are still unclear.

In the current study, we investigated the dynamic rice responses to *C. medinalis* feeding by integrating results from high-throughput RNA-sequencing (RNA-seq) with phytohormone and metabolome profiling experiments to advance understanding of rice defense mechanisms to *C. medinalis* infestation. Our findings may facilitate the development of new approaches for crop protection and improvement.

## 2. Materials and Methods

### 2.1. Plants and Insets

Rice seeds (strain Minghui 63) were provided by Professor Hongxia Hua (Huazhong Agricultural University, Wuhan, China). The rice seeds were incubated in water for 2 days and were sown in a greenhouse under a controlled photoperiod of 16:8 h (light:dark) at 27 ± 3 °C with 75 ± 10% relative humidity (RH). After 2 weeks, the seedlings were transplanted into individual plastic pots (diameter 10 cm, height 8 cm), containing a 3:1 mixture of peat and vermiculite (Meihekou Factory, Meihekou, China). The potted plants were placed in a cement pool at the Langfang Experimental Station of the Institute of Plant Protection, Chinese Academy of Agricultural Sciences (CAAS) in Hebei Province. Sakefu nitrogenous fertilizer (N [20%], P_2_O_5_ [20%], K_2_O [20%]; Sino-Arab Chemical Fertilizer Co., Ltd., Qinhuangdao, China) was applied weekly. Plants were grown for 5 weeks and were then used for the experiments.

Specimens of *C. medinalis* used in the experiments were obtained from a laboratory colony. The colony was maintained in the laboratory since May 2013 with annual introduction of field-collected individuals. The larvae were reared with 15-day-old Zhengdan958 maize seedlings, and 3rd-instar larvae were used in the experiments. The colony was maintained in a climate-controlled chamber at 27 ± 1 °C, 75 ± 10% RH and a photoperiod of 16:8 h (light:dark).

### 2.2. Sample Preparation

A soft brush was used to place one 3rd-instar *C. medinalis* on the second leaf from the top. The larvae were starved for 2 h before experiments and confined within a small Parafilm bag [18]. For the time-course bioassays, the larvae were transferred to rice leaves for the final 1, 6, 12, or 24 h of the experiment (Figure 1). Control rice plants were placed in the same type of Parafilm bags as in the herbivory treatment but without placement of insects. All leaf materials were harvested at the same time. The samples were immediately frozen in liquid nitrogen and stored at −80 °C for further use. Five leaf tissues collected from five independent plants within the same treatments were merged as one sample (i.e., biological replicate). Four samples (i.e., replicates) were collected at each time point for transcriptome analyses, and three samples were collected at each time point for metabolome analyses.

### 2.3. RNA Isolation, Library Construction, Sequencing, and Validation

Total RNA from rice leaf samples was isolated using TRIzol Reagent (Life Technologies, Grand Island, NY, USA), following the manufacturer’s instructions. RNA degradation and contamination were assessed using 2% agarose gels. The quality and quantity of the RNA were checked using a NanoPhotometer^®^ spectrophotometer (Implen, Westlake Village, CA, USA) and a Qubit^®^ 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), respectively. RNA integrity was assessed using an Agilent RNA Nano 6000 Assay Kit with an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). RNA samples with a RNA Integrity Number (RIN) ≥ 7.1 were used in the subsequent experiments. Libraries were prepared using the NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA USA), according to the manufacturer’s instructions, and were sequenced on an Illumina sequencing platform (Illumina Hiseq 4000; Illumina, San Diego, CA, USA), and 125–150 bp paired-end reads were generated.

To validate the results of RNA-seq, eight genes involved in the JA pathway were selected for quantitative real-time PCR (qRT-PCR) analyses. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), and cDNA was synthesized from total RNA using TransScript^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech, Beijing, China). Primer 5 software (Premier Biosoft International, Palo Alto CA, USA) was used to design gene-specific primers (Table S1). qRT-PCR was performed on a Bio-RadCFX96 Touch Real-time PCR Detection System instrument (Bio-Rad, Hercules, CA, USA) using *TransStart*^®^ Top Green qPCR SuperMix (TransGen Biotech, Beijing, China), according to the manufacturer’s protocol. The PCR amplification program was the following: 30 s at 94 °C, followed by 40 cycles of 5 s at 94 °C and 30 s at 60 °C. The relative expression values were obtained using the 2^−ΔΔCt^ method with *ubiquitin 5* as a reference. The qRT-PCR reactions were repeated using three biological and two technical replications.

### 2.4. RNA-Sequencing Data Analysis

To obtain high-quality reads, raw reads containing adapter, poly-N, or low-quality bases (Phred quality score Q < 20) were filtered. The resulting clean reads were aligned to the rice reference genome IRGSP-1.0 (https://rapdb.dna.affrc.go.jp) using HISAT2 version 2.09 [19], and the number of reads mapped to each gene was counted with featureCounts (v1.5.0-p3) [20]. The expression level of each gene was calculated as fragments per kilobase of transcript sequence per million base pairs sequenced (FPKM) values. Differential gene expression analysis between samples was performed using DESeq2 R package v. 1.18.0 [21]. Genes with an absolute value of log_2_(fold change) > 0 and a false discovery rate (FDR) adjusted *p* value (*padj*) < 0.05 using the Benjamini–Hochberg method were defined as differentially expressed genes (DEGs). The iTAK (plant transcription factor and protein kinase identifier and classifier) program [22] was used to identify transcription factors (TFs) and transcriptional regulators (TRs). Gene ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses of the DEGs were performed using the clusterProfiler R package [23] with *padj* < 0.05 to find significant enrichments.

### 2.5. Metabolite Profiling

Metabolome analyses of the leaf samples were performed as previously described [24]. Briefly, the freeze-dried leaf samples were grinded using a mixer mill (MM 400, Retsch, Haan, Germany) for 1.5 min at 30 Hz. For each sample, 100 mg of powder was measured and incubated overnight at 4 °C with 1 mL of 70% aqueous methanol. After centrifugation at 10,000× *g* for 10 min, the extracts were absorbed (CNWBOND Carbon-GCB SPE Cartridge, 250 mg, 3 mL; ANPEL, Shanghai, China), filtered (SCAA-104, 0.22 μm pore size; ANPEL, Shanghai, China), and stored in a glass vial for the following analysis. LC-MS analysis was conducted using a liquid chromatography-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS) system (high-performance liquid chromatography (HPLC): Shim-pack UFLC Shimadzu CBM20A system; MS, Applied Biosystems 4000 Q TRAP), as previously described [25]. Identification of metabolites was performed using the MetWare Database (Wuhan MetWare Biotechnology Co., Ltd. Wuhan, China) and publicly available metabolite databases, including MassBank (http://www.massbank.jp/), KNAPSAcK (http://kanaya.naist.jp/KNApSAcK/), HMDB (http://www.hmdb.ca/), MoTo DB (http://www.ab.wur.nl/moto/), and METLIN (http://metlin.scripps.edu/index.php). Metabolite quantification was performed using a scheduled multiple reaction monitoring method in triple quadrupole mass spectrometry [25].

### 2.6. Metabolite Data Analysis

The supervised multivariate method, orthogonal projections to latent structures discriminant analysis (OPLS-DA), was used to determine differentially accumulated metabolites (DAMs) between leaves fed upon by *C. medinalis* and control leaves. The relative importance of each metabolite to the OPLS-DA model was checked using the variable importance in projection (VIP) metric [24]. Metabolites with VIP ≥ 1.0 and fold change ≥ 2 or fold change ≤ 0.5 were considered as DAMs for group comparations.

### 2.7. Phytohormone Analyses

#### 2.7.1. Phytohormone Signatures Analyses

To identify the transcriptional signatures of hormonal responses of rice against *C. medinalis*, the Hormonometer program [26] was used to compare the similarity of expression of rice genes with those elicited by exogenous application of phytohormones to *Arabidopsis thaliana*. As the comparation was conducted with *Arabidopsis*, we selected orthologous genes between the *Arabidopsis* and rice genomes. Only orthologous genes detected in the RNA-seq that related to *Arabidopsis* probe set identifiers were selected for further analyses.

#### 2.7.2. Determination of Endogenous JA and JA-Isoleucine Levels

The endogenous stress-related hormone JA and the biologically active metabolite JA-Ile were extracted at different time points (0, 1, 6, 12, and 24 h) from rice leaves and detected by MetWare (MetWare Biotechnology Co., Ltd., Wuhan, China). Briefly, frozen rice leaves were ground into fine powder using a mixer mill (MM 400, Retsch, Haan, Germany) for 1.5 min at 30 Hz. Then, 50 mg of the powdered leaf samples were extracted with methanol/water/formic acid (15:4:1, V/V/V) at 4 °C overnight, and ultrasound-assisted extraction was conducted at room temperature for 30 min with vortexing (15 s), followed by centrifugation at 14,000 rpm for 10 min. A total of 1000 μL of supernatant was collected, evaporated to dryness with nitrogen gas at room temperature, reconstituted in 100 μL of 80% (*v/v*) methanol, and diluted to 800 μL with water. Extracts were then passed through a SPE cartridge (CNWBOND carbon-GCB, 250 mg, 3 mL; ANPEL, Shanghai, China) and evaporated to dryness using nitrogen gas at room temperature. The samples were reconstituted in 200 μL of 80% (*v/v*) methanol, filtered (SCAA-104, 0.22 μm pore size; ANPEL, Shanghai, China), and stored in glass vials before analysis. The samples were analyzed using a liquid chromatography-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS) system (high-performance liquid chromatography (HPLC), Shim-pack UFLC Shimadzu CBM20A system, Kyoto, Japan; MS, Applied Biosystems 4000 Q TRAP, Foster City, CA, USA), as previously described [27]. Three replicates for each time point were analyzed.

### 2.8. Statistical Analysis

Analysis of the patter of expression of all DEGs was conducted using Multi Experiment Viewer (MeV version 4.9.0 (http://mev.tm4.org/#/welcome)) by a *K*-means algorithm based on the log_2_ values of FPKM. Pearson’s correlation was used to compute similarity distance in MeV software. Gene expression data and metabolite accumulation data were normalized using MetaboAnalyst 4.0 [28], with the following parameters: normalization by median, log transformation, and auto scaling (mean-centered and divided by the standard deviation of each variable). A hierarchical clustering heatmap was generated using MetaboAnalyst 4.0 with the Euclidean distance measure and Ward clustering algorithm. The normalized transcriptome and metabolome datasets were imported to SIMCA 14.1 software package (Umetrics, Umea, Sweden), and principal component analysis (PCA) was conducted to acquire an overview of the data. Venn diagrams were generated using the Venny 2.1.0 drawing tool (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Student’s *t*-test was used to compare the contents of JA and JA-Ile in rice leaves between different time points and the control (0 h) using SPSS 22.0 software (IBM SPSS, Somers, NY, USA), and a significance level of *p* < 0.05 was applied.

### 2.9. Data Availability

The transcriptome sequencing raw data used in this study was submitted to the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE159259. The metabolome data can be found within the manuscript and the supporting materials.

## 3. Results

### 3.1. Overview of Transcriptome and Metabolome Dataset

During the 24 h of feeding, *C. medinalis* caterpillars caused clear damage to rice leaves (Figure S1). Global transcriptome changes in rice leaves, responding to 1, 6, 12, and 24 h of such feeding, were quantified by examining mRNAs of 20 libraries (four biological replicates at each of the five sampling times) that collectively included 164.04 Gb of clean reads. Each of these samples contained at least 7.36 Gb of data with Q30 quality scores ≥ 90.70% (Table S2). 

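FPKM values of these 20 libraries were analysed here, 4 of the 0 h control and 4 of each feeding time. Leaves of 5 plants were merged in each library. According to the paper's methods, the filtered paired-end reads were aligned to IRGSP-1.0 with HISAT2, counted per gene with featureCounts and converted to FPKM. Each library lists 92858 gene identifiers, of which 35755 were above 0 in at least one library. The DESeq2 test of the paper's methods was not run. Here log2(FPKM + 1) was tested with limma-trend in one fit of all 20 libraries, and each feeding time was compared with 0 h. Genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 were taken as DEGs without a minimum fold change, the threshold given in the paper's methods. The test covered the 24058 identifiers with an FPKM of at least 0.5 in at least 4 libraries. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The test was first run on simulated libraries in which 200 genes of the 24058 had a log2 change of 1 in either direction. The changed genes were drawn from those with a mean of at least 10 fragments per library. The test called 83% of these genes at 1 h, 79% at 6 h, 73% at 12 h and 77.5% at 24 h, and unchanged genes made up 4.6% to 8.3% of the calls. Far fewer genes changed in this simulation than were called in the data, and it had no general shift. The shares may thus differ in the data.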

The GC content accounted for 53.16–53.71% of these reads. 

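The number of fragments on genes was recovered from the FPKM values. For each gene, the values in the 20 libraries were whole multiples of what 1 fragment is worth, within a tolerance of 0.01 fragments, for all 35755 identifiers above 0. The libraries held between 17796536 and 22090145 fragments on genes. The median was 21489754 at 0 h, 19426138 at 1 h, 18597250 at 6 h, 18757568 at 12 h and 20300386 at 24 h. Counted as 2 reads per fragment, this is 35593072 to 44180290 reads on genes per library.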

A total of 44.84–56.19 million reads were mapped uniquely to the rice IRGSP-1.0 reference genome, with unique mapping rates ranging from 89.73% to 91.36% (Table S2). Gene structure analyses showed that most of the mapped reads (92.40–95.70%) were distributed in exons (Table S2). The unique mapped reads were used for the following analyses.

The leaf transcriptome data was validated by qRT-PCR analyses using samples from the same batch of rice plants that were used for RNA-seq. The results showed that the expression of the selected eight JA pathway-associated genes were consistent with those analyzed by RNA-seq (Figure S2), which indicated that the transcriptome datasets were sufficient for further analyses.

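No further scaling between libraries was applied to the deposited FPKM. Over the tested genes, the median log2 fold change against 0 h was 0.01 at 1 h, 0.10 at 6 h, -0.03 at 12 h and 0.03 at 24 h. The medians of the single libraries at 6 h lay 0.07 to 0.13 above the mean of the 0 h libraries, whose own medians ranged from -0.05 to 0.05. This difference was larger than the spread between replicates (two-sided exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). At 6 h, 66.1% of the tested genes were above their mean at 0 h. The 10 most abundant genes held 10.2% of the fragments at 0 h and 7.6% at 6 h.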

RNA-seq data were normalized to FPKM values to quantify gene expression levels. PCA of all detected genes showed that the first two principal components (PCs) explained 54.8% of the total variation (Figure 2A). In particular, biological replicates from the same time point were clustered together, which suggested good repeatability for each treatment. 

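In a PCA of log2(FPKM + 1) for the 35755 identifiers above 0, each centred and divided by its SD, PC1 explained 17.6% and PC2 13.1% of the variation, together 30.7%. With each library left out in turn, the sum was between 30.0% and 32.3%. The alternative that moved it most was the use of the 24058 tested genes alone, which gave 38.9%. Mean scores on PC1 were 126 ± 21.5 (SD, n = 4) at 6 h and -92.3 ± 23.6 (SD, n = 4) at 12 h. On PC2 the means were -79.6 ± 25.6 (SD, n = 4) at 0 h and 92.3 ± 40.1 (SD, n = 4) at 24 h.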

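Euclidean distances between libraries were computed from the same scaled values. The mean distance was 233.9 between replicates of one time point and 272.1 between libraries of different time points. The mean squared distance between time points was 1.358 times that within time points (permutation test with 100000 permutations, one-sided, p = 1e-05, the smallest they can give). For 20 of 20 libraries, the nearest library was a replicate of the same time point. Ward clustering of the libraries cut into 5 clusters did not give the time points, since 1 h replicates 2 and 3 fell with the 0 h libraries and 24 h replicates 1 and 4 with the 12 h libraries. The ranges overlapped, since the largest distance within a time point was 269.9 and the smallest between time points was 217.1.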

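All 10 pairs of time points were compared with each other. For each pair, libraries of different time points were farther apart than replicates, with a ratio of mean squared distances from 1.143 for 0 and 1 h to 1.642 for 6 and 12 h (one-sided exact permutation test, p = 0.029 for every pair, the smallest p possible, and unchanged by Benjamini-Hochberg adjustment over the 10 pairs). In the limma-trend fit, 661 genes differed between 12 and 24 h, the fewest among the feeding times, and 8505 between 6 and 12 h, the most. After median-of-ratios scaling, chosen after the values were seen, 6779 genes differed between 6 and 12 h, 3547 higher and 3232 lower at 12 h, so the excess of lower genes depended on the scaling. On FPKM as deposited, between 1 h and later times 3825 genes differed at 6 h, 3913 at 12 h and 4551 at 24 h.

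**Figure D1:**
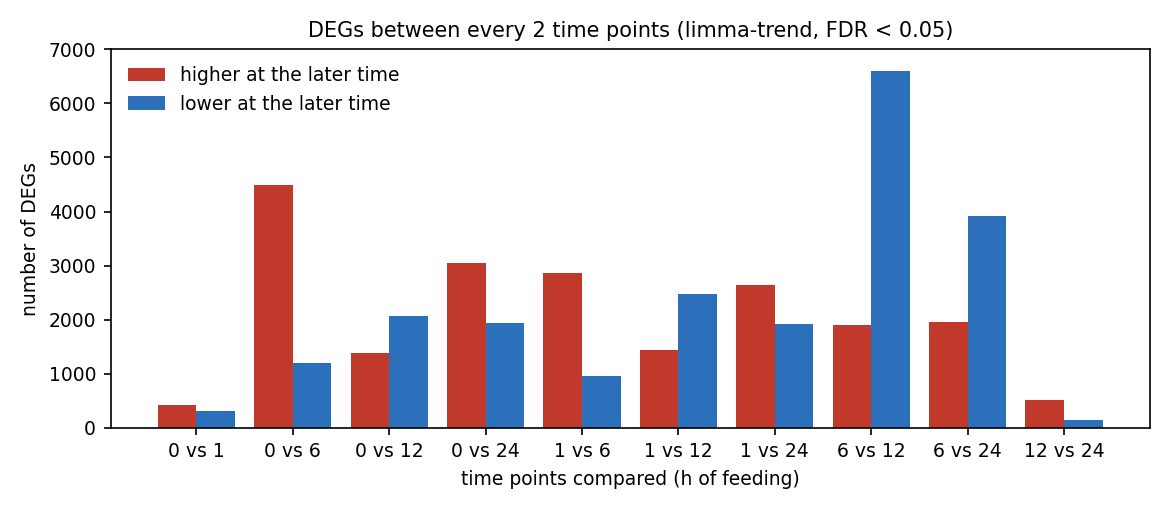
Number of DEGs (vertical axis) between every 2 of the 5 time points (horizontal axis, hours of feeding). Red bars are genes higher and blue bars genes lower at the later time, from limma-trend on FPKM as deposited of 4 libraries per time point; between 6 and 12 h, 1906 genes were higher and 6599 lower.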

The samples from different time points were clustered far away from each other, which indicated that the time that the leaves had been subjected to *C. medinalis* infestation posed different effects on rice transcriptome profiles. Samples from the 1-h treatment clustered near those of the 0 h (control) samples, and samples from the 12-h treatment clustered near those of the 24-h treatment. 

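The distance between the means of 0 and 1 h was 144.1, the smallest of all pairs, and that between 12 and 24 h was 152.8. With each library left out in turn, 1 h stayed nearest to 0 h, 12 h nearest to 24 h and 24 h nearest to 12 h in 20 of 20 cases. The pair of 0 and 1 h was the closest of all in 17 of them. On PC1 the 1 h libraries had scores of -28.2 to 25.8 for replicates 1, 2 and 3 and 87.1 for replicate 4.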

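The mean of the 6 h libraries lay at a distance of 193.8 from 0 h, 179.1 from 1 h, 226 from 12 h and 199.7 from 24 h. The pair of 6 and 12 h was the farthest of all in 20 of 20 cases with a library left out. It was also the farthest after median-of-ratios scaling, chosen after the values were seen, at 211.8. By comparison, the mean of 1 h was 175.2 from 12 h and 184.5 from 24 h.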

Samples from the 6-h treatment clustered further from the 1-, 12-, and 24-h time points, indicating that rapid change in gene expression occurred after the onset of *C. medinalis* feeding. The hierarchical clustering heatmap (Figure 2B) showed that samples from *C. medinalis* feeding at early stages (1 and 6 h) and late stages (12 and 24 h) were clustered together, respectively.

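Ward clustering of the 5 group means joined 0 with 1 h at a height of 144.1 and 12 with 24 h at 152.8. The 6 h mean joined the pair of 0 and 1 h at 198.8, and the pair of 12 and 24 h was joined last, at 223.6. With average linkage, 6 h stood apart from the other 4 time points. The place of 6 h also changed in this way with Ward linkage when 1 h replicate 4 or 6 h replicate 1, 3 or 4 was left out. With median-of-ratios scaling, chosen after the values were seen, the tree was unchanged. From the distance of the 6 h samples, the paper reasons that gene expression changed rapidly after feeding began.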

Metabolomic changes in *C. medinalis*-infested rice leaves were investigated using LC-ESI-MS/MS. A total of 502 metabolites were detected among samples collected from the four time points. These metabolites were grouped into 11 classes, with the majority belonging to the classes of flavonoids (179), phenolic acids (61), and amino acids and derivatives (52) (Table S3). In addition, a few metabolites from the classes of terpenoids (2) and tannins (1) were also detected. Results of PCA clustering of the metabolites detected at different time points are presented in Figure 2C. PCA results showed that the first two PCs explained 39.7% of the total variation. The plot also showed distinct separation of metabolomes of rice plants infested by *C. medinalis* from those of the controls. The hierarchical clustering heatmap (Figure 2D) indicated that samples at 1, 6, and 12 h were cluster together and were separated from samples at 24 h and the control plants. In contrast to gene expression, metabolomic samples from 0 and 24 h were clustered together.

### 3.2. Analyses of Differentially Expressed Genes and Differentially Accumulated Metabolites

Using the absolute value of log_2_(fold change) > 0 and the FDR adjusted *p* value (*padj*) ≤ 0.05 as thresholds for recognizing DEGs between any two treatments, a total of 6372 DEGs were identified in rice leaves at different time points (1, 6, 12, and 24 h) of *C. medinalis* infestation (Tables S3 and S4). 

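In the limma-trend fit, 9653 of the 24058 tested genes were DEGs in at least one of the 4 comparisons with 0 h. Of these, 6563 were upregulated and 3765 downregulated at one time point or more, and genes called in both directions are in both counts. This excess of upregulated genes depended on the scaling, since there were 4997 up and 4719 down with median-of-ratios factors and 4704 and 5049 with upper-quartile factors, both chosen after the values were seen. Because the comparisons share the 0 h libraries, 100 sets of unchanged groups were simulated against one shared control. They gave a median of 0 DEGs, and at most 1. A minimum absolute log2 fold change of 1 was the alternative that moved the count most, to 1171 genes.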

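After 1 h of feeding, 427 genes were upregulated and 310 downregulated (limma-trend, FDR under 0.05). At 6 h there were 4481 upregulated and 1208 downregulated genes, at 12 h 1386 and 2077, and at 24 h 3056 and 1932. The split between both directions depended on the scaling between libraries. After division of FPKM by median-of-ratios factors, an alternative chosen after the values were seen, 2470 genes were upregulated and 2490 downregulated at 6 h. At 12 h this scaling gave 1814 and 1623 genes, at 1 h 484 and 360, and at 24 h 2769 and 2367. With upper-quartile factors, also chosen later, it was 381 and 496 at 1 h, 2475 and 2454 at 6 h, 1673 and 1793 at 12 h and 2481 and 2766 at 24 h. Of the 5689 DEGs at 6 h, 3678 were called in the same direction with median-of-ratios factors. The number of DEGs at 1 h fell to 388 without 1 h replicate 1, 434 without 1 h replicate 4, 397 without 0 h replicate 2 and 417 without 0 h replicate 3. That at 6 h fell to 3692 without 6 h replicate 2 and to 3754 without 0 h replicate 1. At 12 h the downregulated genes fell to 1379 without 0 h replicate 2.

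**Figure D2:**
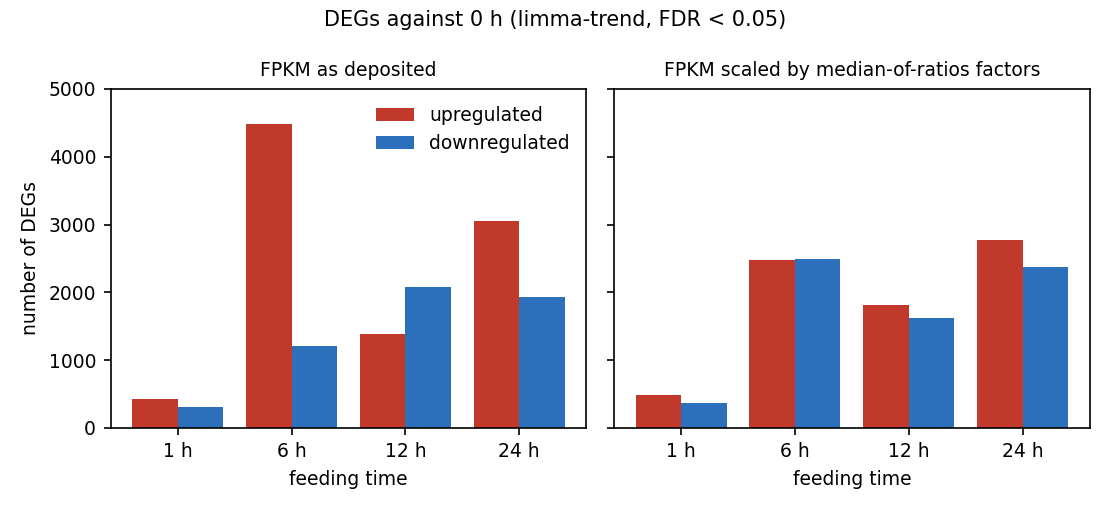
Number of upregulated (red) and downregulated (blue) DEGs against 0 h at each feeding time, from limma-trend at an FDR under 0.05 with 4 libraries per time point. The left panel uses FPKM as deposited and the right panel FPKM divided by median-of-ratios factors; the bars at 6 h are 4481 and 1208 on the left and 2470 and 2490 on the right.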

After 1, 6, 12, and 24 h of feeding, respectively, 660 (408 up- and 252 downregulated), 3575 (1971 up- and 1605 downregulated), 1929 (1089 up- and 840 downregulated), and 3530 (1971 up- and 1559 downregulated) DEGs were identified (Figure 3A, Table S4). The distribution of these up- and downregulated genes was calculated and presented in a Venn diagram (Figure 4). 

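Of the genes upregulated at 6 h, 3002 were upregulated at no other time point, and 809 genes were downregulated at 6 h only. Simulated unchanged groups sharing their control were ranked to give the same numbers of genes. Their medians were 3322 (range 2426 to 4190) and 843 (range 522 to 1153). Simulated log2 fold changes at 6 and 24 h correlated at a median of only 0.15, likely too little for a shared control. The genes unique to 6 h without change are thus likely overstated, and no conclusion is drawn from these ranges. With median-of-ratios scaling the observed counts were 1421 and 1696. Without 6 h replicate 2 they were 1851 and 501. A gene called at 6 h only is not thereby shown to differ from the other time points.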

A unique set of genes were up- (1230) and downregulated at 6 h (1172). In addition, a total of 3608 genes showed increased expression, of which 118 genes were significantly upregulated at all time points (Figure 4A), while there were 3028 genes showing decreased expression, of which only 23 genes were downregulated at all four time points (Figure 4B).

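Upregulation at all 4 feeding times was found for 142 genes and downregulation at all 4 for 21 genes. Simulated unchanged groups against a shared control, ranked to give as many genes per time point as were called here, had a median of 14 genes up at all times (range 0 to 66) and 4 down (range 0 to 22). The 142 genes were above the simulated range, and the 21 genes were within it. Simulated log2 fold changes correlated at medians of only 0.15 to 0.18 between time points, likely too little for a shared control. The overlap without change is thus likely understated, and no conclusion is drawn from these ranges. The count of 142 fell to 86 without 0 h replicate 1 and to 90 without 0 h replicate 3. The count of 21 fell to 8 without 0 h replicate 2, 9 without 0 h replicate 3, 10 without 1 h replicate 4 and 12 without 6 h replicate 2.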

Metabolite abundance increased more slowly than gene expression (Figure 3B). The highest number of DAMs was detected at 12 h after initiation of *C. medinalis* feeding. More metabolites were upregulated than downregulated in response to *C. medinalis* infestation. The distribution of these DAMs in different time points was compared and presented using a Venn diagram (Figure S3a). Specifically, only three compounds were significantly affected by *C. medinalis* feeding at all four time points, and their accumulation is shown in Figure S3b.

### 3.3. Identification of Calcium Ions Sensors, Transcription Factors, and Transcriptional Regulators That Responded to C. medinalis Feeding

Early signaling events, such as calcium ion (Ca^2+^) sensors and proteins that regulate the expression of target genes, such as transcription factors (TFs) and transcriptional regulators (TRs), play important roles in plant responses to insect herbivores [1,2,6]. Because these signals activate downstream pathways in response to insect-mediated stress, observation of their induction can provide insight into molecular mechanisms of plant response to insect herbivory stress. Among the DEGs, we identified three calmodulins (CaMs), 14 calmodulin-like proteins (CMLs), and 22 calcium-dependent protein kinases (CDPKs) (Figure S4). In addition, 612 TFs or TRs were identified among rice genes whose expression was detected. Among these, 497 TFs or TRs distributed among 64 families were significantly differentially expressed in at least one time point (Table S4, Figure S5). These TFs or TRs mainly included the following families: 40 myeloblastosis (MYB) genes, 35 apetala2-ethylene-responsive element binding protein (AP2-EREBP) genes, 32 basic helix-loop-helix (bHLH) genes, 28 NAM, ATAF1-2, and CUC2 (NAC) genes, and 24 WRKY genes (Table S4, Figures S5 and S6).

### 3.4. GO and KEGG Enrichment Analysis of DEGs Induced by C. medinalis Feeding

GO enrichment analysis was used for functional classification of the DEGs in rice leaves, responding to feeding by *C. medinalis*. Significantly enriched biologically processed GO terms for genes that were differentially expressed at the early time point (1 h) and late time point (24 h) are shown in Figure 5. At 1 h, upregulated genes were involved in the “jasmonic acid mediated signaling pathway”, “regulation of jasmonic acid mediated signaling pathway”, “cellular response to jasmonic acid stimulus”, “response to acid chemical”, and “regulation of defense response”; the downregulated DEGs were only involved in “trehalose metabolism in response to stress” (Figure 5A,B). At 24 h, upregulated DEGs were significantly enriched in 76 GO biological terms, which included the “organonitrogen compound metabolic process”, “organic substance biosynthetic process”, “biosynthetic process”, “cellular biosynthetic process”, and “organonitrogen compound biosynthetic process”. In particular, the upregulated DEGs also were enriched in GO terms associated with JA pathways (Figure 5C). The downregulated DEGs at 24 h were significantly enriched in “photosynthesis”, “plastid organization”, “chloroplast organization”, “heterocycle metabolic process”, and “response to abiotic stimulus” (Figure 5D). The full list of significantly enriched GO terms for DEGs at different time points is shown in Table S6.

KEGG enrichment analyses showed that both the upregulated and downregulated genes at 1 h were significantly enriched in plant hormone signal transduction. The upregulated genes at 6 h were significantly enriched in “alpha-linolenic acid metabolism” and amino acid metabolism, and the downregulated genes were significantly enriched in terms associated with photosynthesis. At 12 and 24 h, the upregulated genes were enriched in defense-associated terms, such as “biosynthesis of secondary metabolites”, “diterpenoid biosynthesis”, and “biosynthesis of amino acids”, while photosynthesis-related terms, including “photosynthesis-antenna proteins” and “porphyrin and chlorophyll metabolism”, were enriched among the downregulated genes (Table S6).

### 3.5. Clustering Analyses of the Transcriptome Dataset

To discover the molecular mechanisms of rice response to *C. medinalis* feeding, DEGs at the four time points were clustered using the *K*-means method. Eight clusters were obtained, and each cluster was represented by the Z-score of gene expression from the sets of genes with similar expression patterns (Figure 6). 

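K-means clustering with 8 clusters was run on the mean log2(FPKM + 1) of the 9653 DEGs at the 5 time points, with Pearson's correlation as in the paper's methods and 50 random starts. Numbered by size, the clusters held 1705, 1697, 1287, 1098, 1095, 1065, 875 and 831 genes. The mean correlation of a gene with the centre of its cluster was between 0.802 and 0.928. With Euclidean distance on Z-scores the adjusted Rand index to this division was 0.970, and with another random seed it was 0.988. Cluster numbers here are not those of Figure 6.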

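The smallest cluster, of 831 genes, declined with feeding. Its mean Z-score was 1.15 at 0 h, 0.69 at 1 h, -0.45 at 6 h, -0.35 at 12 h and -1.04 at 24 h. The cluster of 875 genes was lowest at 6 h, at -1.57, and highest at 12 h, at 0.83.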

The eight clusters were divided into four groups according to the gene expression trends in each cluster: Group I) clusters 1, 2, and 3 include genes with reduced levels of expression through the times of infestation. Cluster 2 presents genes with minor upregulation at 6 h, and cluster 3 represents genes that were upregulated at 12 h; Group II) cluster 4 includes genes with increased levels of expression throughout the feeding times; Group III) clusters 5, 6, and 7 include genes with increased levels of expression at early time points but reduced levels at late time points. 

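The 1095 genes of the fifth cluster rose late, from a mean Z-score of -0.92 at 0 h to 0.93 at 12 h and 1.19 at 24 h. The third cluster, of 1287 genes, was lowest at 0 h (-1.13) and highest at 24 h (1.46), with 0.46 at 6 h and -0.17 at 12 h. In the fourth, of 1098 genes, the mean Z-score rose from -1.46 at 0 h to 1.25 at 6 h and was -0.37 at 12 h.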

Clusters 5 and 6 represent genes that were downregulated at 12 h, and cluster 7 represents genes with reduced levels at 12 and 24 h; Group IV) cluster 8 represents genes that were downregulated at 1 h, with increased levels at 6 h and reduced levels at 12 h. 

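The largest clusters were both highest at 6 h and lowest at 12 h. The 1705 genes of the first had a mean Z-score of 1.66 at 6 h and -1.05 at 12 h, and the 1697 genes of the second had 0.99 and -1.15. The sixth cluster, of 1065 genes, was at -0.77 at 1 h, 1.52 at 6 h and -0.53 at 12 h. Summed over clusters, 5565 of the 9653 DEGs were in clusters with their highest mean at 6 h and 2382 in clusters with their highest mean at 24 h. The share at 6 h depended on the scaling. After median-of-ratios scaling, chosen after the values were seen, 3476 of 9151 DEGs (38.0%) were in clusters highest at 6 h, against 57.7% on FPKM as deposited, and 1011 in clusters lowest at 12 h, against 3402. Clusters highest at 24 h then held 1074 genes and those highest at 12 h 2633, against 2382 and 875. Those highest at 0 h held 1968 genes, against 831. Those lowest at 6 h held 2287 and those lowest at 24 h 2375, against 875 and 831. With the 9653 genes kept and only the values scaled, 3481 genes were in clusters highest at 6 h, 2537 at 24 h and 1029 at 12 h. Clusters highest at 0 h held 2606 genes, as did those lowest at 24 h, and those lowest at 6 h held 1029. Over the 8032 genes that were DEGs with both, the adjusted Rand index was 0.539, and with the 9653 genes kept it was 0.713.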

The distribution of genes associated with the eight clusters is presented in Table S8.

To elucidate the metabolic processes within each cluster, we conducted KEGG pathway enrichment analysis (Figure 6, Table S9). The results showed that genes in Group I were significantly enriched in pathways associated with “metabolic pathways”, “biosynthesis of secondary metabolites”, and “photosynthesis”. Genes in Group II were significantly enriched in defense-related pathways, such as “biosynthesis of secondary metabolites” and “alanine, aspartate, and glutamate metabolism”. Genes in Group III were significantly enriched in pathways associated with plant secondary metabolism, “plant hormone signal transduction”, and “plant-pathogen interaction”. There were no particular pathways that were significantly enriched in the genes belonging to Group IV. Taken together, these results indicate that the *C. medinalis* feeding activated complex changes in rice plant metabolism associated with growth and defense.

### 3.6. Plant Hormone-Related Genes Induced by C. medinalis Feeding

GO, KEGG enrichment, and clustering analyses indicated that rice phytohormone signaling pathways were differentially affected by feeding of *C. medinalis*. We therefore evaluated similarities in the expression of genes responding to *C. medinalis* infestation and those induced by application of plant hormones in *Arabidopsis*. A total of 15,996 *Arabidopsis* orthologs of rice genes were used for the Hormonometer analysis (Table S10). The results showed that expression of genes associated with JA- and ABA-dependent signaling was highly induced after 1 h of infestation, with more moderate induction of these phytohormone signaling pathways at subsequent time points (Figure 7). Expression of genes associated with brassinosteroid and cytokinin at the early (1 h) and middle (12 h) infestation stages showed negative correlations with those responses to the application of plant hormones in *Arabidopsis*. Interestingly, expression of gibberellin-responsive genes was negatively correlated with genes whose expression in *Arabidopsis* was elicited 3 h after gibberellin treatment. These results suggested that genes associated with the JA pathway were most induced by *C. medinalis* infestation.

To determine the role of the JA pathway in response to *C. medinalis* feeding, we analyzed the expression of the genes involved in the JA pathway and detected the concentrations of JA and JA-Ile in rice leaves at 0 h, 1 h, 6 h, 12 h, and 24 h following infestation (Figure 8). As shown in Figure 8B, most of the genes involved in the biosynthesis and signaling of JA and JA-Ile were significantly induced by *C. medinalis* feeding, with some key genes, such as *AOC* (*Os03g0438100*), which were induced 1 h after *C. medinalis* infestation. Accordingly, the levels of JA and JA-Ile in affected plants increased significantly compared to control plants, and both JA and JA-Ile reached a peak value within a short time (Figure 8C,D).

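Of the 35 genes whose identifiers are printed in Figure 8B, 34 passed the filter on low values, and the AOS gene Os03g0767000 did not. Upregulation (limma-trend, FDR under 0.05) was found for 10 of the 34 at 1 h, 26 at 6 h, 11 at 12 h and 26 at 24 h, and for 31 at one time point or more. Downregulation was found for 2 genes at 12 h and 2 at 24 h. Adjusted over the list alone, 18, 29, 17 and 29 genes were upregulated at 1, 6, 12 and 24 h, and 2, 0, 3 and 3 downregulated (limma-trend; 3, 1, 3 and 3 at an unadjusted p under 0.05). The paper describes the list as genes associated with the JA pathway. Its text does not state whether their response played a part in the choice, so these counts are not taken as independent evidence. The count at 1 h fell to 5 without 0 h replicate 1, 0 h replicate 3 or 1 h replicate 3 and to 6 without 1 h replicate 1 or 4. All 12 JAZ genes were upregulated at 6 and at 24 h.
The FPKM of AOC (Os03g0438100) was 133 ± 15 (SD, n = 4) at 0 h and 218 ± 19.5 (SD, n = 4) at 1 h. Its log2 fold change at 1 h was 0.71 (SE 0.18, FDR = 0.039 by limma-trend), and 4 of 4 libraries were above all 0 h libraries. This call was lost without any 1 of the 0 h or 1 h libraries, with an FDR of up to 0.11, and it was also lost with no filter on low values (FDR = 0.066). AOC was upregulated at 6 h (log2 fold change 1.07, FDR = 0.00062 by limma-trend) and at 24 h (1.05, FDR = 0.00048), while 0.51 at 12 h did not pass (FDR = 0.072). At 12 h it did pass under some alternatives. Among them were the fits without 6 h replicate 1 or 24 h replicate 1 and, chosen after the values were seen, those with the groups at 0 and 12 h fitted alone or with median-of-ratios or upper-quartile factors.
At 1 h the highest log2 fold change of the list was 2.72 for the JAZ gene Os03g0181100 (FDR = 0.028 by limma-trend), and the lowest was -0.57 for the JAR gene Os01g0221000 (FDR = 0.079). The call for Os03g0181100 at 1 h was lost without 0 h replicate 1 or 3 or without 1 h replicate 1, 3 or 4, and with the groups at 0 and 1 h fitted alone (FDR = 0.077). The JAZ gene Os09g0439200 was highest at 6 h, with 3.67 (FDR = 3.1e-06 by limma-trend), and at 12 h, with 2.12 (FDR = 0.00027). At 24 h the JAZ gene Os03g0180900 was highest, with 3.77 (FDR = 8.1e-05 by limma-trend). These ranks hold on the log2(FPKM + 1) scale. By the ratio of mean FPKM to 0 h, the JAZ gene Os04g0395800 was above these at 1 h (6.03), 6 h (28.6) and 24 h (41.5). At 24 h the ratio was 17.1 for Os03g0180900. The mean FPKM of Os04g0395800 at 0 h was only 0.203. This gene was not called at 1 h (log2 fold change 0.83, FDR = 0.57 by limma-trend). Its call at 6 h (FDR = 0.022 by limma-trend) was lost without 0 h replicate 1 or 3 or 6 h replicate 2 or 3. The call at 24 h (FDR = 0.012 by limma-trend) held with each library left out. The LOX gene Os02g0194700 was lowest at 6 h (-0.39, FDR = 0.13 by limma-trend), at 12 h (-0.77, FDR = 0.0081) and at 24 h (-0.67, FDR = 0.014). By the ratio of mean FPKM at 24 to 0 h, the OPR gene Os01g0369900 (0.488) was below Os02g0194700 (0.629). With the groups fitted alone, the fall of Os02g0194700 was called at 6 h (FDR = 0.024) and no longer at 12 h (FDR = 0.051). It was also called at 6 h without 12 h replicate 1. Os01g0221000 was called down at 1 h without 1 h replicate 4. Whether genes of these families share reads with close copies was not tested.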

## 4. Discussion

The development of omics-based high-throughput experimental approaches, such as genomics, transcriptomics, proteomics, and metabolomics profiling, has provided enhanced ability to characterize plant-defense responses to abiotic and biotic factors, including insect attack [5]. For example, transcriptomics makes it possible to obtain transcriptional maps at the whole-genome levels and metabolomics has been used to qualify and quantify low molecular weight metabolites in the cells of an organism. Due to the highly complex hierarchical organization of plant systems, transcriptomics has the potential to quantify changes in gene expression and associated regulatory mechanisms, while metabolomics supports the study of the biochemical characteristics of metabolites. In recent years, the integration of transcriptomics and metabolomics analyses has been applied to many agricultural plant species, such as maize, rice, cotton, and wheat, for identification of the gene-to-metabolites network associated with insect defense [17,29,30,31,32]. In the current study, an integrated transcriptomic and metabolomic approach was applied to characterize the defense response of rice leaves to *C. medinalis* infestation.

Generally, plant defense against insect herbivore attack is a multi-dimensional dynamic process and involves many levels of organizational and functional complexity, executed at different time scales, ranging from fractions of seconds to millions of years [5,6]. For example, in maize leaves, feeding by the beet armyworm (*Spodoptera exigua*) caterpillar and corn leaf aphid (*Rhopalosiphum maidis*) induced 2449 DEGs and more than 900 DEGs, respectively, within 2 h [29,33]. Consistent with the results of previous studies, we found that *C. medinalis* feeding caused obvious damage on rice leaves in a short time (<6 h) and induced a rapid defense response. At the early stage (1 h), a total of 660 genes and 28 DAMs were significantly up- or downregulated by caterpillar infestation. After 24 h of feeding, there were more than 3500 genes and 29 DAMs were significantly up- or downregulated. 

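Of the 5689 DEGs at 6 h and the 4988 at 24 h, 1684 were called in the same direction at both times, 1370 upregulated and 314 downregulated. These are 29.6% of the DEGs at 6 h and 33.8% of those at 24 h. In simulated unchanged groups sharing their control, the same numbers of top-ranked genes had a median overlap of 956.5 genes, with a range from 193 to 2053, so the observed overlap lay within this range. The overlap fell to 960 genes without 0 h replicate 1. Another 359 genes were called in opposite directions. Compared directly, 5862 genes differed between 6 and 24 h (limma-trend, FDR under 0.05), 1950 higher and 3912 lower at 24 h. After median-of-ratios scaling, chosen after the values were seen, 5515 differed, 2948 higher and 2567 lower at 24 h. Of the 3646 genes called at 6 h and not at 24 h, 2022 differed between both times, and of the 2945 called at 24 h and not at 6 h, 1784 did. These sets were chosen by calls from the same libraries, which favours a difference between both times. They were counted on FPKM as deposited only. Across the tested genes, which are not independent replicates, the log2 fold changes at 6 and 24 h had a Pearson's r of 0.517. The simulated median was 0.15, with a range from -0.27 to 0.44. The mean variance of replicates was 0.0891 at 0 h, 0.0984 at 6 h and 0.1009 at 24 h. With variances this similar, a shared control alone should give a higher r than in these simulations. They likely understate r and the overlap without change, so no conclusion is drawn from r.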

Interestingly, although similar numbers of DEGs were detected at 6 and 24 h, there was only a small overlap of the DEGs between these time points. These results suggest that a tightly controlled defense response is executed in rice plants, which regulates the expression of various genes at different time points to launch an optimal defense process. In particular, after 24 h of *C. medinalis* caterpillar feeding, the metabolomic pattern in the rice leaves is closer to that in control plants compared with plants infected by caterpillars for 1, 6, or 12 h (Figure 2D), which may suggest that metabolic responses in plants can be induced rapidly upon insect infestation, then trend to alleviation with prolonging infestation time. Similar, time point-specific variation in plant gene expression and metabolite accumulation has been observed in other plant–insect interactions [17,29,33]. The findings obtained in the current study, together with previous studies, indicate dynamic shifts in plant defense against insect feeding over time and suggest that rice and other plants are able to fine-tune their responses at both mRNA and metabolite levels over time to defend insect herbivore attack.

As a plant becomes subject to insect herbivory, early signaling events play a vital role in the induction of herbivore-associated molecular responses. The transient rise in the concentration of cytosolic calcium ion (Ca^2+^) is one of the main signals used by plants in perception of insect herbivores. The transmission of Ca^2+^ signals is mediated by Ca^2+^ sensors, including CaMs, CMLs, and CDPKs [6]. 

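The FPKM of the CaM gene Os03g0319300 was 203 ± 12.6 (SD, n = 4) at 0 h and 286 ± 44.8 (SD, n = 4) at 1 h. Its log2 fold change at 1 h was 0.48 (SE 0.11, FDR = 0.023 by limma-trend), with 4 of 4 libraries above all 0 h libraries. The call was lost without 0 h replicate 1, 2 or 3 or 1 h replicate 1 or 4, with an FDR of up to 0.090, and with the groups at 0 and 1 h fitted alone (FDR = 0.080). The gene was also upregulated at 6 h (0.69), 12 h (0.47) and 24 h (0.74). Whether it shares reads with close copies was not tested.
None of the CDPK genes Os12g0113500, Os08g0540400 and Os08g0441100 was a DEG at 1 h by limma-trend over all tested genes. For Os12g0113500 the FPKM was 1.6 ± 0.311 (SD, n = 4) at 0 h and 0.828 ± 0.198 (SD, n = 4) at 1 h, a log2 fold change of -0.50 (SE 0.14, FDR = 0.062 by limma-trend), with 4 of 4 libraries below all 0 h libraries. The values rest on 24 to 81 fragments per library. Os08g0540400 rose from 1.26 ± 0.32 to 2.46 ± 0.495 (SD, n = 4 each), a log2 fold change of 0.62 (SE 0.18, FDR = 0.067 by limma-trend). Os08g0441100 rose from 4.17 ± 0.327 to 7.51 ± 1.64 (SD, n = 4 each), a log2 fold change of 0.70 (SE 0.22, FDR = 0.10 by limma-trend). In each of these rises, 4 of 4 libraries were above all 0 h libraries. For the genes taken singly, each difference at 1 h had p = 0.029 in a two-sided exact permutation test, the smallest p possible.
Os12g0113500 was called at 1 h without 0 h replicate 1, 12 h replicate 1 or 12 h replicate 4, and Os08g0540400 without 6 h replicate 2 or 12 h replicate 3. Os08g0441100 was called at 1 h without 24 h replicate 1 and with the groups at 0 and 1 h fitted alone. With at least 10 fragments required in every library, and with limma-voom on the recovered fragments, Os12g0113500 was downregulated and Os08g0540400 upregulated at 1 h. At 6 h, Os08g0540400 (FDR = 0.0096 by limma-trend) and Os08g0441100 (FDR = 0.012) were upregulated. Os08g0540400 was not a DEG at 12 h (-0.07, FDR = 0.84 by limma-trend) or 24 h (0.16, FDR = 0.59), and it was lower at 24 than at 6 h (-0.53, FDR = 0.034). Os08g0441100 was also upregulated at 12 h (0.72, FDR = 0.037 by limma-trend) and 24 h (0.82, FDR = 0.014), while Os12g0113500 was downregulated at 12 h (-0.48, FDR = 0.029) and 24 h (-0.48, FDR = 0.023). The calls at 12 h were lost without any 1 of the 0 h libraries or 12 h replicate 3 or 4 and with no filter for Os08g0441100, and without 0 h replicate 2, 3 or 4 or 12 h replicate 1, 2 or 3 and with the groups at 0 and 12 h fitted alone for Os12g0113500. Those at 24 h were lost without 24 h replicate 3 for Os08g0441100 and without 0 h replicate 3 or 24 h replicate 4 for Os12g0113500.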

In the current study, we detected a rapid response in expression of *CaMs* (*Os03g0319300*) and CDPK (*Os12g0113500*, *Os08g0540400*, and *Os08g0441100*) genes in rice leaves as early as 1 h after the onset of *C. medinalis* feeding. Moreover, most CML genes were activated at late feeding stages. In *Arabidopsis*, feeding by green peach aphid (*Myzus persicae*) and cotton leafworm (*Spodoptera littoralis*) elicits a rapid, significantly elevated concentration of calcium ions around the feeding sites within 95 s after infestation [34,35]. Several CML genes, including *CML9*, *CML11*, *CML12*, *CML16*, *CML17,* and *CML23*, are upregulated by the application of oral secretion from *S. littoralis* [36]. *CML37* positively regulates *S. littoralis-*induced defense responses in *Arabidopsis* by activating the JA pathway [37], while CML42 negatively regulates plant defense by suppressing the JA pathway and aliphatic glucosinolate contents [38]. Interestingly, although *CML9* is significantly induced by *S. littoralis* infestation, it is not involved in *Arabidopsis* defense against this pest and contributes to the defense against biotrophic pathogens independent of the JA pathway [39]. Currently, the functions of Ca^2+^ sensors in plant-herbivore interactions has mainly been investigated in *Arabidopsis*, and hence the role of Ca^2+^ sensors in rice defense against herbivores requires further investigation.

JA plays central roles in regulating plant defense against insect herbivore attack [2,6,7] and was also indicated in the current study. Our results showed that feeding, by *C. medinalis* at all four time points, activated genes were involved in the KEGG pathway “alpha-Linolenic acid metabolism”. As expected, accumulation in the contents of both JA and JA-Ile was detected at these time points. It has been shown that silencing of genes involved in the biosynthesis of JA in rice, such as *OsHI-LOX* and *OsPLDa4/5*, results in decreased JA levels and trypsin protein inhibitor (TrypPI) content and thus promotes the growth and development of rice striped stem borer *Chilo suppressalis* [40]. Furthermore, silencing of genes such as *OsCOI1* in rice plants decreases TrypPI contents and the enzymatic activities of polyphenol oxidase and peroxidase and increases susceptibility to *C. medinalis* [41]. In turn, application of MeJA and JA on rice plants activates diverse defense metabolites, including polyphenol oxidase, TrypPI, and plant volatiles, thereby leading to the direct and indirect resistance of plants to herbivores [14,42,43]. Previously, it has been shown that *C. medinalis* infestation suppresses the endogenous SA in rice plants [18]. Our results, together with those of previous reports, suggested that an antagonistic interaction of JA and SA might be involved in rice defense against *C. medinalis*. However, synergistic JA-SA crosstalk is also reported in rice plants [7,17]. For example, in the OsHPL3-mediated oxylipin pathway, synergistic activation of the JA and SA signaling pathways confers resistance against bacterial blight (*Xanthomonas oryzae* pv*. oryzae*) in rice. Moreover, it was also suggested that there were overlapping or even synergistic effects between SA and JA in rice defense against *C. suppressalis* [17]. Taken together, JA and its crosstalk with other hormones in rice is crucial for plant-specific defense against herbivory.

A number of studies have shown that the mitogen activated protein kinase (MAPK) signaling pathway plays critical roles in plants’ resistance to herbivores [1,44]. Transcription factors (TFs) also play important roles in plant responses to herbivory stress, and, specifically, the WRKY TFs are involved in the MAPK pathways in rice plants [31,44]. 

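OsMPK3 (Os03g0285800) had an FPKM of 14.8 ± 4.86 (SD, n = 4) at 0 h and 41.2 ± 14.6 (SD, n = 4) at 24 h. Its log2 fold change at 24 h was 1.41 (SE 0.31, FDR = 0.0035 by limma-trend), between 1.20 and 1.59 with each library left out in turn, and 4 of 4 libraries were above all 0 h libraries. At 6 h the FPKM was 28.7 ± 15 (SD, n = 4), and the log2 fold change of 0.82 did not pass (FDR = 0.066 by limma-trend). It passed without 0 h replicate 4 or 6 h replicate 1 and with at least 10 fragments required in every library. The direct comparison of 24 with 6 h gave 0.59 (SE 0.31, FDR = 0.18 by limma-trend), so a difference between both times was not shown. At 1 h the log2 fold change was 0.15 (FDR = 0.87 by limma-trend), and at 12 h it was 0.16 (FDR = 0.79). Other MAPK and MAPKK genes were not analysed here, since the values carry no gene names.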

In this study, the expression of several MAPKs, including *OsMPK3* (*Os03g0285800*) and mitogen-activated protein kinase kinases (MAPKKs), were significantly upregulated by *C. medinalis* feeding, indicating that MAPK signaling plays critical roles in regulating the induced defense responses of rice to this pest. In addition, the expression levels of many WRKY genes, such as *OsWRKY53* (*Os05g0343400*), *OsWRKY24* (*Os01g0826400*), and *OsWRKY45* (*Os05g0322900*), were significantly upregulated by *C. medinalis* infestation. 

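OsWRKY53 (Os05g0343400) was upregulated at 6 h and at 24 h. Its FPKM was 165 ± 54.8 (SD, n = 4) at 0 h, 349 ± 112 (SD, n = 4) at 6 h and 322 ± 66.9 (SD, n = 4) at 24 h, log2 fold changes of 1.08 (SE 0.25, FDR = 0.0054 by limma-trend) and 1.00 (SE 0.25, FDR = 0.0083). At 12 h the FPKM was 143 ± 39.2 (SD, n = 4), with a log2 fold change of -0.19 (FDR = 0.68 by limma-trend).
OsWRKY24 (Os01g0826400) passed at 24 h, from 19.2 ± 11.9 to 44.6 ± 9.61 (SD, n = 4 each), a log2 fold change of 1.33 (SE 0.36, FDR = 0.014 by limma-trend). The call was lost without 0 h replicate 3 (FDR = 0.057). OsWRKY45 (Os05g0322900) also passed at 24 h, from 76 ± 32.9 to 162 ± 42.4 (SD, n = 4 each), a log2 fold change of 1.13 (SE 0.23, FDR = 0.0020 by limma-trend), with 3 of 4 libraries above all 0 h libraries. Without 0 h replicate 4, OsWRKY45 was called at 6 and 12 h too. The direct comparison of 24 with 6 h gave 0.96 for OsWRKY24 (FDR = 0.062 by limma-trend) and 0.75 for OsWRKY45 (FDR = 0.024). At 1 h none of these WRKY genes was called, with an FDR of 0.54 or more (limma-trend).

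**Figure D3:**
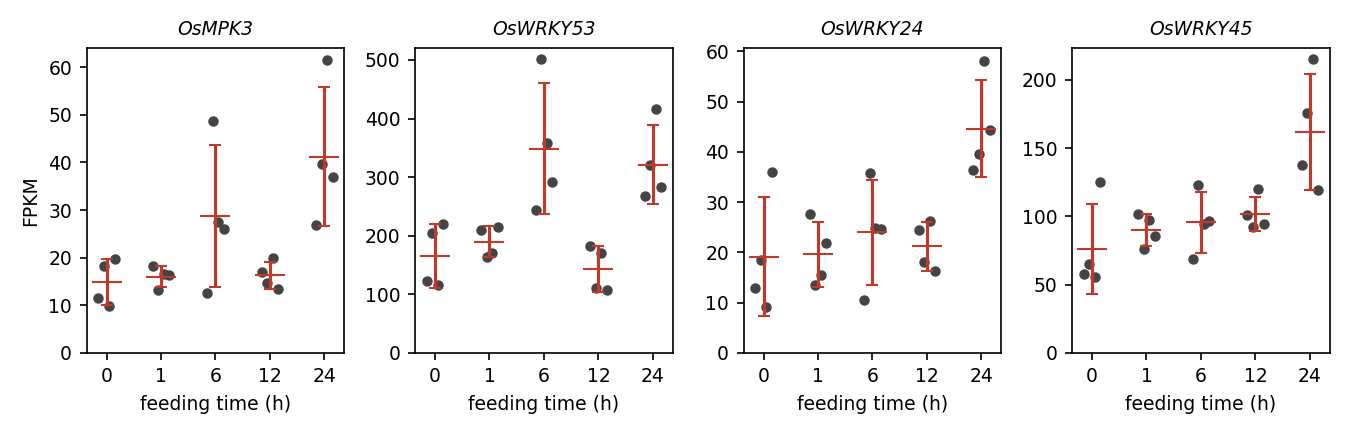
FPKM (vertical axis) of OsMPK3, OsWRKY53, OsWRKY24 and OsWRKY45 by hours of feeding (horizontal axis). Points are the 4 libraries of each time point and red marks their mean ± SD; the highest mean of OsMPK3 was 41.2 and that of OsWRKY45 was 162, both at 24 h.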

After the onset of insect feeding, the WRKYs were phosphorylated by different MAPKs, and they, in turn, regulated expression of downstream stress-response genes [44]. In rice, OsWRKY70 physically interacts with and is regulated by OsMPK3 and OsMPK6 and prioritizes defense over growth by positively regulating JA and negatively regulating gibberellin biosynthesis upon attack by *C. suppressalis* [45]. OsWRKY53 physically interacts with OsMPK3 and OsMPK6 and suppresses their activity, which results in decreased levels of *C. suppressalis*-induced JA, JA-Ile, ethylene, and TrypPI, thereby negatively regulating rice defense against *C. suppressalis* [46]. Moreover, OsWRKY45 was found to negatively modulate the resistance of rice to brown planthopper *Nilaparvata lugens* [47]. Although several studies have verified the roles of MAPK-WRKY pathways in rice defense responses against insects, such as *C. suppressalis* and *N. lugens*, their roles in rice defense against *C. medinalis* are still unclear. Moreover, the underlying molecular mechanisms and roles of different WRKYs in induced defense processes in rice need further investigation.

As a leaf-feeding insect, *C. medinalis* larvae stay inside the folded leaf and feed by scraping the green mesophyll tissue, resulting in linear membranous damage (Figure S1) and reduced photosynthetic efficiency [12]. Our transcriptomic analysis provided molecular evidence that the downregulated genes induced by *C. medinalis* feeding were significantly enriched in photosynthesis-related GO terms, such as “photosynthesis”, “photosynthesis, light reaction”, “photosynthesis, light harvesting”, and “response to light stimulus”, and also in KEGG terms, including “photosynthesis” and “photosynthesis-antenna proteins”. Similar results also were reported in wheat, in which genes involved in photosynthesis, such as asribulose-1,5-bisphosphate carboxylase and chlorophyll A-B binding protein, were significantly downregulated by feeding of the greenbug *Schizaphis graminum* [48]. In plants, the downregulation of the photosynthetic apparatus could protect them from oxidative damage [49]. In addition, production of the photosynthetic apparatus is energy-intensive, and, as a result of a trade-off for the synthesis of defense metabolites, photosynthesis was generally compromised [50]. Moreover, the decrease of photosynthetic activity also may free up resources, especially nitrogen-rich compounds, making them available for use in secondary defense pathways [17,49,50].

## 5. Conclusions

In summary, we applied RNA-seq and metabolome profiling in this study, revealing dynamic transcriptional and metabolite changes in rice leaves in response to a *C. medinalis* caterpillar attack. Feeding by this herbivore induced rapid and precise defense responses involved in many primary and secondary metabolic processes in rice leaves. Our results suggest that the JA-dependent signaling pathway triggered by feeding of *C. medinalis* plays vital roles in the response of rice plants. Future studies should focus on the roles and underlying molecular mechanisms of early signaling events and TFs in this process. This study extends the understanding of the molecular mechanisms involved in rice defense against rice leaf folder and may facilitate the development of insect-resistant rice varieties by identifying molecular targets for selection.

## Figures and Tables

**Figure 1:**
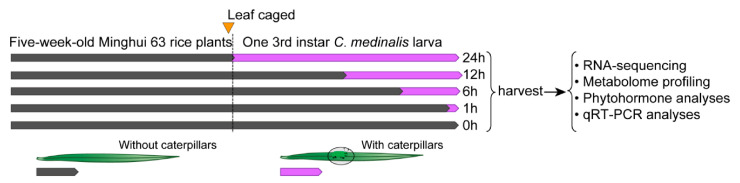
Design of the rice leaf folder feeding experiments. The 2nd leaf from the top of one 5-week-old Minghui 63 rice plant was enclosed in a Parafilm bag. At staggered intervals, one rice leaf folder *C. medinalis* caterpillar was added to each bag. Leaf tissue was harvested after 0–24 h of leaf folder feeding. Harvested samples were immediately frozen in liquid nitrogen and stored at −80 °C for further processing.

**Figure 2:**
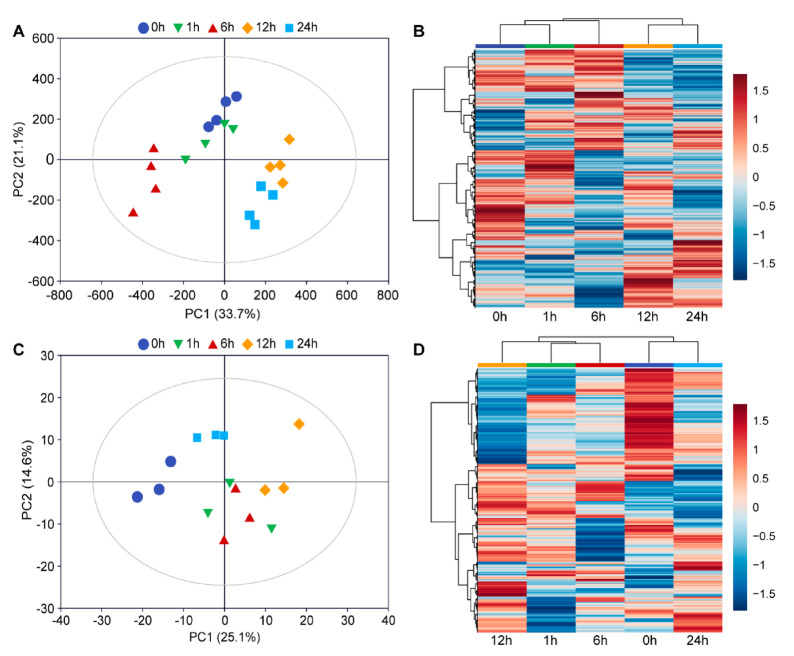
Overview of rice transcriptome and metabolome changes upon feeding by *C. medinalis*. (**A**,**C**) Principal component analysis (PCA) plot of all detected transcripts and metabolites in MH63 rice leaves by RNA-sequencing and metabolome profiling. Data points indicate the respective time points as feeding progressed. (**B**,**D**) Cluster analysis and heat maps of relative levels of expression of all transcripts and metabolites detected at different time points. Color coding represents the intensity of induction (red) or suppression (blue) of gene expression by insect feeding.

**Figure 3:**
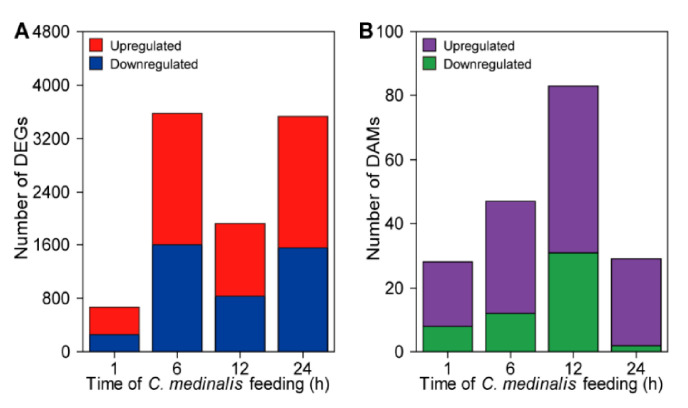
Numbers of (**A**) differentially expressed genes (DEGs) and (**B**) differentially accumulated metabolites (DAMs) that are up- and downregulated in rice leaves damaged by *C. medinalis* at different time points compared to undamaged control plants.

**Figure 4:**
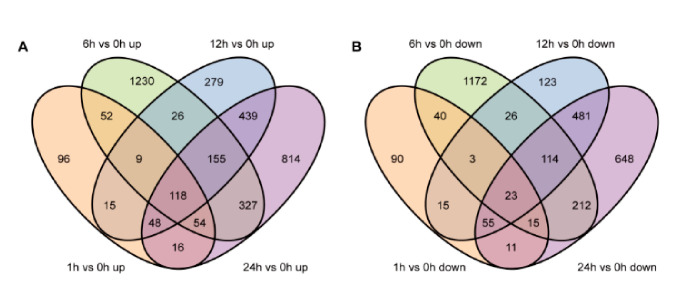
Venn diagrams illustrating the unique and shared differentially expressed genes that were (**A**) up- or (**B**) downregulated by *C. medinalis* infestation through the time course.

**Figure 5:**
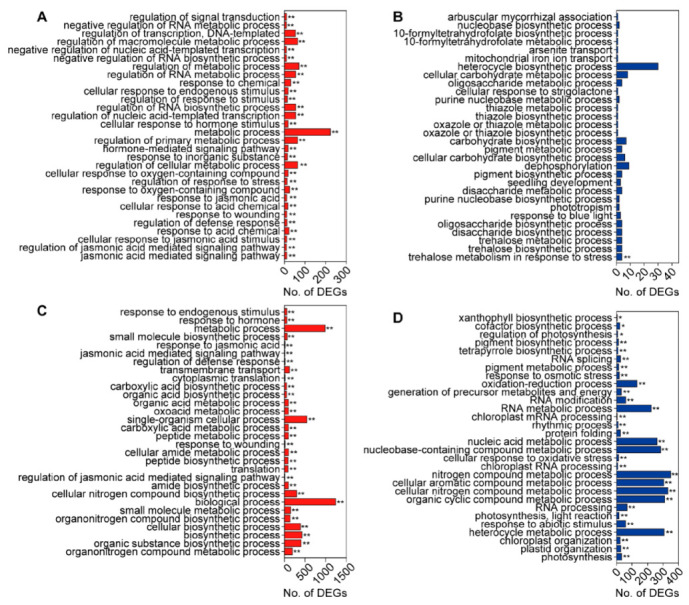
The top 30 enriched gene ontology (GO) terms of the differentially expressed genes (DEGs) in rice leaves infested with *C. medinalis* at early post-infestation (1 h) and late post-infestation (24 h) relative to control plants. (**A**,**C**) GO enrichment analysis of upregulated DEGs at 1 and 24 h post-infestation, respectively. (**B**,**D**) GO enrichment analysis of downregulated DEGs at 1 and 24 h post-infestation, respectively. Asterisks indicate statistically significant differences: * *padj* < 0.05, ** *pddj* < 0.01 via the Benjamini and Hochberg method.

**Figure 6:**
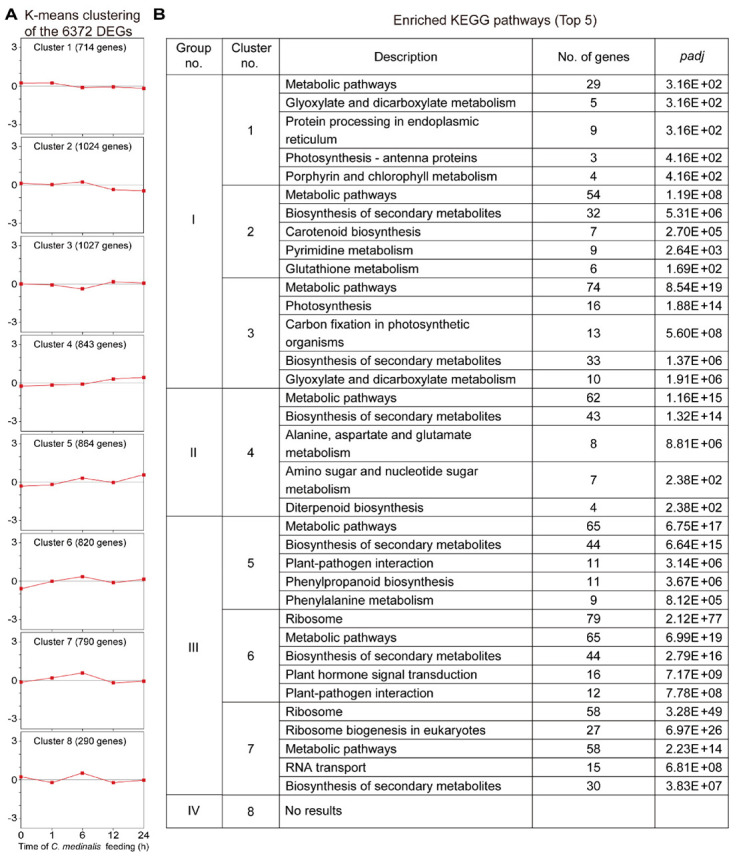
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of differentially expressed genes (DEGs) grouped by the *K*-means clustering method. (**A**) *K*-means clustering of differentially expressed genes scaled as Z-score. Eight clusters involving 6372 DEGs induced by *C. medinalis* feeding. The number of genes in each cluster is indicated. The expression data for individual genes are shown in light grey, and the average expression for each cluster is shown in red. The x-axis shows the different feeding stages and the y-axis shows the Z-scores. (**B**) KEGG enrichment analysis of genes in each cluster. The top five significantly enriched pathways are listed for each cluster. “No results” indicates that there were no significantly enriched KEGG terms.

**Figure 7:**
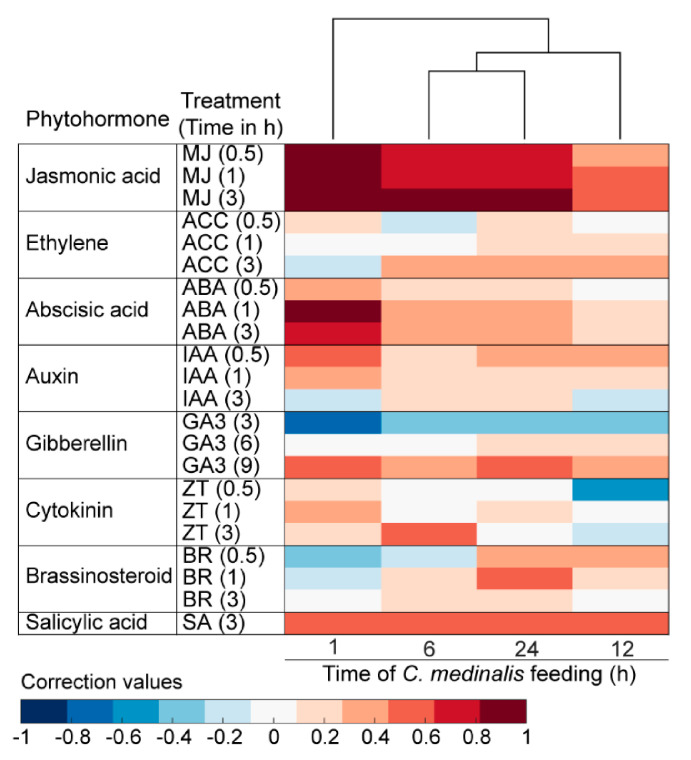
Comparison of plant hormone signatures between transcriptomic data generated after onset of *C. medinalis* feeding on rice leaves and *Arabidopsis* response to hormone treatments. Red shading indicates positive and blue shading indicates negative correlations between the rice response to feeding by *C. medinalis* and the *Arabidopsis* response to the respective hormone treatments: methyl jasmonate (MJ); 1-aminocyclopropane-1-caroxylic acid (ACC; precursor of ethylene); abscisic acid (ABA); indole-3-acetic acid (IAA); gibberellic acid 3 (GA3); zeatin ZT); brassinosteroid (BR); and salicylic acid (SA).

**Figure 8:**
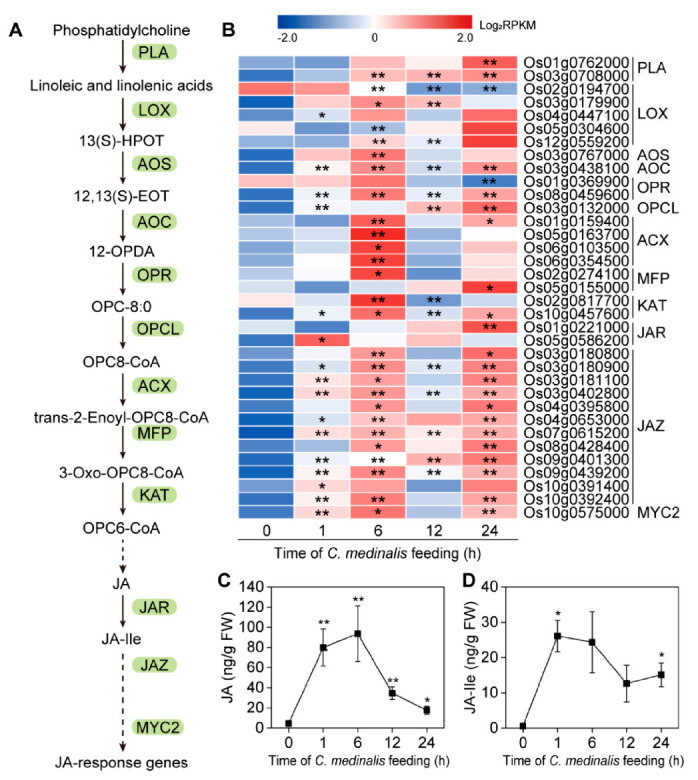
*C. medinalis*-induced responses in the jasmonic acid (JA) pathway. (**A**) Overview of the JA pathway. (**B**) Heat map of the expression of genes associated with the JA pathway. Asterisks indicate a significant difference of the expression of genes at different time points relative to control (0 h): * *padj* < 0.05, ** *padj* < 0.01 via the Benjamini and Hochberg adjustment method. (**C**) JA and (**D**) JA-isoleucine conjugate (JA-Ile) contents (ng/g FW) in rice leaves. Values are mean ± SE of three biological replicates. Asterisks indicate statistically significant differences compared to time zero: * *p* values < 0.05, ** *p*-values < 0.01 (Student’s *t* test). phospholipase A1 (PLA); lipoxygenase (LOX); 13(S)-hydroperoxylinolenic acid (13(S)-HPOT); allene oxide synthase (AOS); 12,13(S)-epoxylinolenic acid 12,13(S)-EOT); allene oxide cyclase (AOC); 12-oxo-phytodienoic acid (12-OPDA); 12-oxophytodienoate reductase (OPR); 3-oxo-2-(2′(Z)-pentenyl)-cyclopentane-1-octanoic acid (OPC-8:0); OPC8-CoA ligase (OPCL); acyl-CoA oxidase (ACX); multifunctional protein (MFP); 3-ketoacyl-CoA thiolase (KAT); jasmonate resistant (JAR); jasmonate-ZIM domain (JAZ).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2075-4450/11/10/705/s1, Figure S1: Phenotypes of rice leaves infested by *C. medinalis* at different time points. Figure S2: Comparison of mRNA expression levels detected by RNA-seq and qRT-PCR. All qRT-PCR data were normalized against that of the housekeeping gene *ubiquitin 5*. Values are means ± SE; *n* = 4 for RNA-seq and *n* = 3 for qRT-PCR. Specific information on these genes is provided in Table S1. Figure S3: The distribution of differentially accumulated metabolites (DAMs) at different time points. (a) Venn diagrams illustrating the unique and shared DAMs among the four time points. (b) Heatmap of the accumulation of three common compounds induced by *C. medinalis* feeding. Index of compounds, mws0064: eriodictyol, mws0885: 2,4-dihydroxy benzoic acid, pme3475: butin. Figure S4: Heat map of the expression of calcium ion sensor genes induced by *C. medinalis* feeding at different time points. Asterisks indicate a significant difference in the expression of genes at different time points relative to control (0 h): * *padj* < 0.05, ** *padj* < 0.01 via the Benjamini and Hochberg adjustment method. Figure S5: Distribution of transcription factors (TFs) and transcriptional regulator (TR) families identified in differentially expressed genes (DEGs). Figure S6: Heat map of the expression of DEGs involved in mitogen-activated protein kinase (MAPK)-WRKY pathways in response to *C. medinalis* feeding at different time points. Asterisks indicate a significant difference in the expression of genes in different time points relative to control (0 h): * *padj* < 0.05, ** *padj* < 0.01 via the Benjamini and Hochberg adjustment method. Table S1: Genes and primer pairs used for quantitative real-time PCR. Table S2: Summary for the transcriptome dataset. Table S3: Metabolic profiles for compounds accumulated in rice leaves collected from different time points. Table S4: DEGs in rice leaves in response to *C. medinalis* feeding at different time points. Table S5: Differentially expressed transcription factors and transcriptional regulators in rice leaves in response to *C. medinalis* feeding. Table S6: GO enrichment analysis of the total DEGs of rice leaves in response to *C. medinalis* feeding at different time points. Table S7: KEGG enrichment analysis of the upregulated and downregulated DEGs in rice leaves in response to *C. medinalis* feeding at different time points. Table S8: Clustering analyses of DEGs in rice leaves in response to *C. medinalis* feeding at least one time point. Table S9: KEGG analyses of DEGs belong to different clusters. Table S10: Orthologous *Arabidopsis* and rice genes used for Hormonometer analysis.

How the deposited data were processed for this re-analysis (not part of the article)

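RNA-seq libraries of rice leaves were analysed at 5 time points of feeding by C. medinalis, with 4 libraries per time point and leaves of 5 plants merged in each library. According to the paper's methods, the authors removed reads with adapters, poly-N or low-quality bases, aligned the rest to IRGSP-1.0 with HISAT2, counted reads per gene with featureCounts and calculated FPKM. The deposited values are these FPKM, for 92858 gene identifiers in each of 20 libraries. The authors tested differential expression with DESeq2. DESeq2 and edgeR were not used here. A test of the fragments recovered from FPKM, limma-voom on library totals without size factors, is among the alternatives.

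The plan made before the data were examined assumed counts per gene, with limma-trend on log2(FPKM + 1) as the test for FPKM, and that test was used. All values here come from Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and from R 4.3.3 with limma 3.58.1. A pseudocount of 1 was added to FPKM before the log2 transformation, and identifiers with an FPKM of at least 0.5 in at least 4 of 20 libraries were tested, 24058 in all. One fit of all 20 libraries gave one estimate of the spread per gene with 15 residual degrees of freedom, and each feeding time was compared with 0 h. DEGs had a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. The test was checked on simulated libraries with 200 changed genes among the 24058, drawn from genes with a mean of at least 10 fragments per library.

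Whole fragments were recovered from FPKM for 35755 of 35755 identifiers above 0, within 0.01 fragments. The libraries held 17796536 to 22090145 fragments on genes. Genes with few fragments are limited by counting error as well as by the spread between replicates.

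PCA, distances and hierarchical clustering used log2(FPKM + 1) of the 35755 identifiers above 0, each centred and divided by its SD. The normalization by median that the paper's methods name for gene expression data was not applied. Clustering used the group means with Ward linkage. K-means used 8 clusters, Pearson's correlation, 50 random starts and a fixed seed. The separation of time points was tested with 100000 permutations. Overlaps between comparisons that share the 0 h libraries are set beside 100 simulations of unchanged groups. Their log2 fold changes correlated at medians of 0.15 to 0.18 between time points, likely too little for a shared control. The simulations therefore do not decide whether an overlap exceeds the one without change. Single genes have exact permutation tests of 4 libraries against 4, whose smallest two-sided p is 0.029.

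The values carry no gene names, and the RefSeq table at hand (assembly ASM3414082v1) holds identifiers of another annotation, so names come from the paper's text and Figure 8B. Named genes were chosen by a rule written before the data were examined. They are the genes whose identifiers the text gives, the genes with the highest and lowest log2 fold change of Figure 8B at each time point, and the 2 largest rises and 2 largest falls per time point. The last part is reported for 24 h only, to limit identifiers printed without names. It was limited to genes with an FDR under 0.05, a mean of at least 10 fragments per library and all 4 libraries beyond all 0 h libraries.

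The alternatives were a pseudocount of 0.1, no filter on low values, at least 10 fragments in every library, an absolute log2 fold change over 1, the replicate number as a block, and each library left out in turn. For PCA they were no division by the SD, a pseudocount of 0.1, the tested genes alone and the 500 genes with the highest variance. For clustering they were average linkage, no division by the SD and a pseudocount of 0.1, and for K-means Euclidean distance and another seed. After the data were seen, 5 more were added for the counts of DEGs, the genes of Figure 8B and the named genes. These were the groups compared alone, FPKM divided by median-of-ratios factors, FPKM divided by upper-quartile factors, limma-voom on the recovered fragments, and fragments thinned to the shallowest library. The median-of-ratios factors were also applied before PCA, distances, clustering and K-means.

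Gene set enrichment was not run, since the values carry no gene descriptions. The metabolome, hormone and qRT-PCR measurements, and the GO, KEGG, Hormonometer and transcription factor results, were not analysed here.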

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

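The comparison of scalings was chosen after the results were seen. The rule for a library far from its replicates was set before the data were examined.

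In 7 of 125 groups of 4 libraries (5.6%), 1 library lay far from its replicates. The groups are the 5 time points for 7 measures per library and 18 genes, and about 1 in 20 groups passes by chance. None of the 7 was a measure of a whole library. No technical explanation was tested for single genes in single libraries, and the number of cases is near the number chance gives. The CaM gene Os03g0319300 had an FPKM of 377 in 6 h replicate 2 against 309 to 315 in the others, and it stayed upregulated at 6 h without it (FDR = 0.0026 by limma-trend). The CDPK gene Os08g0540400 had 2.13 in 12 h replicate 3 against 0.772 to 0.95, and it was a DEG at 12 h neither with nor without it. The LOX gene Os02g0194700 had 301 in 1 h replicate 2 against 201 to 207, with no call at 1 h either way. Os07g0443500 had 28.3 in 24 h replicate 1 against 8.88 to 10.4, and its fall at 24 h passed with and without it. Os04g0282400 had 42.6 in 1 h replicate 2 against 14 to 17.2, with no call at 1 h either way.

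A single control library was high for a pair of genes. OsWRKY45 (Os05g0322900) had an FPKM of 125 in 0 h replicate 4 against 55.7 to 65.2 in the others. Without this library its log2 fold change was 0.64 at 6 h (FDR = 0.024 by limma-trend) and 0.76 at 12 h (FDR = 0.015), where it was not called with it. The JAZ gene Os03g0180900 had 12.4 in the same library against 4.62 to 5.35, and its calls at 6, 12 and 24 h held without it. Whether this reflects the leaves or the library was not tested.

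At 6 h and at 12 h, 525 genes were called in opposite directions relative to 0 h. Of these, 350 were upregulated at 6 h and downregulated at 12 h, and 175 the reverse. Over all tested genes, 8505 differed in the direct comparison of 12 with 6 h (limma-trend, FDR under 0.05), and the 525 are among them as a result of how they were selected. A general shift of FPKM at 6 h is argued against as the whole cause, since 413 genes were in opposite directions after median-of-ratios scaling, 145 up then down and 268 down then up, and 314 were so under both scalings. Between 12 and 24 h, 7 genes were in opposite directions under each scaling. A time-dependent response to feeding remains open as a hypothesis, found and tested on the same data. Larvae were placed at different times before a common harvest, so the start of feeding fell at another time of day for each group, and the design does not separate this from the length of feeding.

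At 6 and 24 h, 359 genes were called in opposite directions, 237 up then down and 122 down then up. Over all tested genes, 5862 differed in the direct comparison of 24 with 6 h (limma-trend, FDR under 0.05), and the 359 are among them as a result of how they were selected. With median-of-ratios scaling there were 272 such genes and with upper-quartile scaling 259. What separates both times other than the length of feeding was not tested.

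Outside the RAP loci that the paper discusses, 464 of 3715 tested identifiers (12.5%) were DEGs at one time point or more, 250 up and 232 down. Most are in the series that begins with EPlOSAG, with 295 of 3004 called (9.8%), while another series had 168 of 701 called (24%). Of the RAP loci, 45.2% were called. The paper's text does not discuss them. What these identifiers stand for, and whether their reads are shared with other genes, was not tested.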

How the results depend on the processing

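The alternatives added after the data were seen are the groups compared alone, both scalings, limma-voom and thinning. Unless a value is given below, the counts of genes up or down against 0 h, the overlaps, the count of genes differing between 6 and 24 h and the counts of upregulated genes of Figure 8B stayed within 1.5 times their values.

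A minimum absolute log2 fold change of 1 leaves fewer genes by construction. It gave 84 DEGs up and 17 down at 1 h, 520 and 61 at 6 h, 161 and 127 at 12 h, and 595 and 166 at 24 h. In at least one time point there were 1171, 917 up and 272 down. Up at all 4 time points were 29 genes and down 0 (limma-trend, and also 0 at an unadjusted p under 0.05 with the same minimum). At 6 h only, 259 were up and 46 down, 255 were shared by 6 and 24 h, and 566 differed between them. Of the genes of Figure 8B, 5 were up at 1 h, 12 at 6 h, 5 at 12 h, 15 at 24 h and 16 at any time.

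With median-of-ratios scaling, 2470 genes were up and 2490 down at 6 h, and 1421 and 1696 at 6 h only. With upper-quartile scaling these were 2475 and 2454, and 1487 and 1566. Upper-quartile scaling also gave 381 up and 496 down at 1 h, 1673 and 1793 at 12 h, 2481 and 2766 at 24 h, and 42 genes down at all 4 time points. The median log2 fold change at 6 h was 0.10 on FPKM as deposited and 0.00 under both scalings, which accounts for the change of the split at 6 h by construction. With the groups compared alone, 157 genes were down at 1 h, where the DEGs fell from 737 to 458, and 10 were down at all 4 time points, and with no filter on low values 13 were down at all 4. The cause was not tested.

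PC1 and PC2 explained 35.1% with no division by the SD, 38.9% with the tested genes alone, 36.8% with the 500 genes of the highest variance and 29.2% after median-of-ratios scaling. In the tree, 6 h joined a cluster of 2 time points, 0 and 1 h, and with average linkage a cluster of all other 4. With median-of-ratios scaling it was again 2. The largest K-means cluster held 1705 genes and 1369 after this scaling. With a library left out the cluster it joined held 2 to 4 time points, 4 without 1 h replicate 4 or 6 h replicate 1, 3 or 4. The cause was not tested.

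With each library left out in turn, the counts up and down ranged from 240 to 546 and 128 to 399 at 1 h, 2863 to 4794 and 770 to 1308 at 6 h, 991 to 1450 and 1379 to 2232 at 12 h, and 2151 to 3289 and 1491 to 2081 at 24 h. At 1 h the upregulated genes were 279, 269 and 253 without 0 h replicate 1, 2 and 3 and 240 without 1 h replicate 1. The downregulated genes at 1 h were 128 and 164 without 0 h replicate 2 and 3, and 148 and 141 without 1 h replicate 1 and 4. At 6 h there were 2863 up without 0 h replicate 1, and 2922 up and 770 down without 6 h replicate 2. At 12 h 1379 were down without 0 h replicate 2. Genes up at all 4 time points ranged from 86 to 147 and down from 8 to 21, those up at 6 h only from 1851 to 3307 and down from 501 to 862, and those shared by 6 and 24 h from 960 to 1886. The values past 1.5 times are given with their libraries above for the counts up and down, and at the results for the other counts. The genes of Figure 8B up at 1 h ranged from 5 to 13, and the sum of PC1 and PC2 from 30.0% to 32.3%. Fits with fewer libraries have less power by construction.

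None of the 60 log2 fold changes of named genes reversed with a call on either side. Thinning left all 60 on their side of the threshold, both scalings and the pseudocount of 0.1 added 1 call each, and limma-voom added 3. At least 10 fragments added 4 calls, no filter lost 2, and the groups alone lost 4 and added 5. With a library left out, 1147 kept their side, 34 lost the call and 19 gained it.

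The replicate number as a replicate block gave 404 genes up and 276 down at 1 h, 4280 and 1174 at 6 h, 1354 and 1940 at 12 h, and 2955 and 1867 at 24 h. It added the call of AOC at 12 h (FDR = 0.021 by limma-trend) and changed no other call of the named genes. The numbers do not pair the libraries, since the deviations of same-numbered libraries correlated between -0.165 and 0.242, with a median of 0.008 over 40 pairs and 6 pairs over 0.1.

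Not run were the planned DESeq2 and edgeR fits with their size factors, and the gene set tests, which need gene descriptions. The recovered fragments were tested with limma-voom instead, on library totals without size factors. Like the fit on FPKM, limma-voom gave more genes up (4698) than down (1208) at 6 h. It does not stand in for a fit with size factors. For the gene Os01g0124000, the filter of at least 10 fragments in every library left no value. Depth limits the genes of low FPKM most, such as the CDPK gene Os12g0113500 with 18 to 81 fragments per library over all time points. With every library thinned to 17796536 fragments, the counts of DEGs stayed within 1.5 times.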

Differences from the paper's values

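The paper tested with DESeq2, whose fits use size factors, while the fit reported here used FPKM without scaling between libraries. The counts of DEGs compared below are thus under unlike scaling. At 6 h the paper reports 3575 DEGs and 5689 were found here. Of the 25 alternatives set before the data were examined, 8 came within 1.5 times, no filter on low values with 5178 and 7 with a library left out (0 h replicate 1, 2, 3 or 4 or 6 h replicate 2, 3 or 4). A pseudocount of 0.1, at least 10 fragments, the fold-change minimum, the replicate block and the other libraries left out did not. Median-of-ratios (4960) and upper-quartile scaling (4929), chosen after the values were seen, also did. Each of these scalings called 6 of the 9 genes the paper's text names as responding and dropped 3, as the fit on deposited FPKM did.

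The paper reports 1971 upregulated genes at 6 h and 4481 were found here. Without 0 h replicate 1 (2863) or 6 h replicate 2 (2922) the count came within 1.5 times, and under the other 23 alternatives set beforehand it did not. Median-of-ratios (2470) and upper-quartile scaling (2475), chosen after the values were seen, did. Both dropped 3 of 9 named genes, as the reported fit did. For genes upregulated at 6 h only, the paper reports 1230 and 3002 were found. None of the 25 alternatives set beforehand came within 1.5 times, while median-of-ratios (1421) and upper-quartile scaling (1487), chosen after the values were seen and dropping the same 3 genes, did.

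At 12 h the paper reports 1929 DEGs and 3463 were found. Within 1.5 times were 7 of 25 alternatives set beforehand, those without 0 h replicate 1, 2, 3 or 4 or 12 h replicate 1, 3 or 4, and the others were not. The groups compared alone, chosen after the values were seen, gave 2547 and dropped 3 of 9 named genes. The paper reports 840 downregulated genes at 12 h and 2077 were found, with none of the 25 set beforehand and none of the added alternatives within 1.5 times.

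At 24 h the paper reports 1971 upregulated genes and 3056 were found. Within 1.5 times were 13 of 25 alternatives set beforehand, namely no filter (2774), at least 10 fragments (2951), the replicate block (2955) and 10 with a library left out (any at 0 h, 1 h replicate 1, 6 h replicate 4, 12 h replicate 2, 24 h replicate 2, 3 or 4). The pseudocount of 0.1, the fold-change minimum and the other libraries left out were not. The groups compared alone (2793), median-of-ratios (2769) and upper-quartile scaling (2481), chosen after the values were seen and each dropping 3 of 9 named genes, were.

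The paper reports 6372 DEGs in all and 9653 were found. Within 1.5 times were 17 of 25 alternatives set beforehand, no filter (8948), the replicate block (9235) and 15 with a library left out, and not the pseudocount of 0.1, at least 10 fragments, the fold-change minimum or the other 5 left out. Of those chosen after the values were seen, the groups alone (8959), median-of-ratios (9151), upper-quartile scaling (9212) and thinning (9485) were within, each dropping 3 of 9 named genes. The paper reports 3608 genes with increased expression and 6563 were found. Within 1.5 times were 3 of 25 alternatives set beforehand (without 0 h replicate 1, 0 h replicate 3 or 6 h replicate 2), and, chosen after the values were seen and dropping 3 of 9 named genes, median-of-ratios (4997) and upper-quartile scaling (4704).

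The same alternatives moved other counts, within 1.5 times of the paper's in the reported fit, past that limit. The paper reports 1605 downregulated genes at 6 h and 1208 were found, against 2490 with median-of-ratios and 2454 with upper-quartile scaling, 1067 with no filter, and 770 to 1031 without any 1 of the 0 h libraries or 6 h replicate 2, 3 or 4. For genes downregulated at 6 h only the paper has 1172 and 809 were found, against 728 with no filter and 501 to 718 without the same libraries. For genes upregulated at 12 h the paper has 1089 and 1386 were found, against 1814 and 1673 with these scalings. For downregulated genes at 24 h it has 1559 and 1932 were found, against 2367 and 2766. For genes down at one time point or more it has 3028 and 3765 were found, against 4719 and 5049. Upper-quartile scaling also gave 496 downregulated genes at 1 h, where the paper has 252 and 310 were found, and 42 down at all 4 time points, where it has 23 and 21 were found. The groups compared alone gave 157 and 10 for these 2 counts, at least 10 fragments gave 404 for the first, and no filter gave 13 for the second. Without 0 h replicate 2 or 3 or 1 h replicate 1 or 4, the downregulated genes at 1 h were 128 to 164. All DEGs at 1 h were then 388 to 434, where the paper has 660 and 737 were found. Without 1 h replicate 2, the downregulated genes at 1 h were 399, past the limit in the other direction. For upregulated genes at 1 h the paper has 408 and 427 were found. Without 0 h replicate 2, 0 h replicate 3 or 1 h replicate 1 there were 269, 253 and 240.

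The first 2 principal components explained 54.8% of the variation in the paper and 30.7% here. The tested genes alone (38.9%) and the 500 genes with the highest variance (36.8%) came within 1.5 times, and no division by the SD, a pseudocount of 0.1 and each library left out did not. Median-of-ratios scaling (29.2%), chosen after the values were seen, did not either.

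Of the genes of Figure 8B, about 16 are marked as significantly up at 1 h in Fig. 8B, read by eye, and 10 were found. Within 1.5 times were the pseudocount of 0.1, at least 10 fragments and the replicate block (11 each), and leaving out 6 h replicate 1 (13), 6 h replicate 2 (11) or 12 h replicate 1 (12). No filter (7), the fold-change minimum (5) and the other libraries left out were not. Chosen after the values were seen, the groups alone (12), both scalings and thinning (11 each) were, each dropping 3 of 9 named genes.

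The paper describes a rapid response of the CDPK genes at 1 h. None of the 3 passed here (FDR = 0.062 for Os12g0113500, 0.067 for Os08g0540400 and 0.10 for Os08g0441100 by limma-trend), and Os12g0113500 was lower at 1 h, with a log2 fold change of -0.50. AOC (0.71) and the CaM gene (0.48) passed at 1 h. Os12g0113500 and Os08g0540400 passed with at least 10 fragments in every library and, chosen after the values were seen, with limma-voom, which dropped 1 of 9 named genes. Os08g0441100 passed with the groups alone, chosen after the values were seen, which dropped 3. Single libraries left out also brought calls, of Os12g0113500 without 0 h replicate 1, 12 h replicate 1 or 12 h replicate 4, of Os08g0540400 without 6 h replicate 2 or 12 h replicate 3, and of Os08g0441100 without 24 h replicate 1.

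The paper describes the samples of 1 and 6 h as clustering together in the heatmap. Here 1 h joined 0 h first, at 144.1, and 6 h joined this pair at 198.8 with Ward linkage or stood apart with average linkage. The joining of 12 and 24 h is the same in both. With Ward linkage, 1 and 6 h did share a branch with 0 h, apart from 12 and 24 h. With a library left out, this tree was found in 16 cases and another in 4.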

Other observations

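The tests of the 6 h shift, of 12 h replicate 1 and of thinning were chosen after the results were seen, and the counts over other splits of the libraries and the explanations for 12 h were set before the data were examined.

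For each of the 8 counts of DEGs, up and down at each feeding time, the 8 libraries compared were split into 4 and 4 in all 35 ways, with the limma-trend fit repeated. Only 1 of 35 splits, the real one, gave a count as large in either direction, the least that 35 splits allow. In the other splits a real difference enters the spread within groups, which lowers their counts. A chance division of the libraries is thus made less likely for each count and is not excluded. The largest count in another split was 5 at 1 h, 249 at 6 h, 2 at 12 h and 5 at 24 h.

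Fewer DEGs were found at 12 h than at 6 and 24 h. Replicates at 12 h had a median SD of 0.17 on the log2 scale against 0.15 at 6 and at 24 h. The fit gives each gene one SE in all comparisons, and the SD over genes of the log2 fold changes was 0.339 at 12 h against 0.395 at 6 h and 0.432 at 24 h, and below both in 20 of 20 cases with a library left out. This argues against a larger spread of replicates as the cause. Lower depth is argued against too, since with every library thinned to one depth 12 h had 3355 DEGs, against 5580 at 6 h and 4896 at 24 h. A smaller response at 12 h may remain, as a hypothesis from the same data.

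The median of all tested genes was above 0 h at 6 h by 0.10. With the 10 most abundant genes left out of the totals, it was 0.074 (0.061 to 0.090 with a library left out), above the other time points, where it was between -0.021 and 0.021. So the 10 genes alone do not account for the shift. It fell to 0.039 without the 100 most abundant genes, 0.023 without 300 and 0.000 without 1000, so the shift may come from a lower share of a broad set of abundant genes, or from a general rise of the others, and the files do not separate them.

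Among the 12 h libraries, replicate 1 was farthest from its group, at a mean distance of 261 against 235.1 to 238.9. Its deviation from the other 12 h libraries correlated with gene length across genes (Spearman's rho = -0.178), which are not independent replicates. The trend held 3.6% of the variance, and without it the SD of the deviation was 0.391, against 0.334 to 0.342 for the others, so length alone does not account for its distance. Without it there were 2813 DEGs at 12 h and 6102 at 6 h.

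Genes called at 24 h were ranked if they had a mean of at least 10 fragments per library. All 4 libraries also had to lie beyond all 0 h libraries. Among these genes, the largest rises at 24 h were of Os01g0132000, with a log2 fold change of 4.90 (SE 0.66, FDR = 4.6e-05 by limma-trend), and Os01g0124000, with 4.74 (SE 0.59, FDR = 2.1e-05). The largest falls were of Os07g0443500, with -3.09 (SE 0.32, FDR = 3.1e-06 by limma-trend), and Os04g0282400, with -2.88 (SE 0.34, FDR = 1.3e-05). The 4 calls held with each library left out. Os04g0282400 had a log2 fold change of 0.94 at 6 h (FDR = 0.055 by limma-trend). It was called there with at least 10 fragments in every library (FDR = 0.040), with the groups alone, with limma-voom and without 1 h replicate 2, 12 h replicate 1 or 12 h replicate 3. The direct comparison of 24 with 6 h was -3.82 (FDR = 3.2e-07).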
